# Growth Factor PDGF-BB Stimulates Cultured Cardiomyocytes to Synthesize the Extracellular Matrix Component Hyaluronan

**DOI:** 10.1371/journal.pone.0014393

**Published:** 2010-12-21

**Authors:** Urban Hellman, Linus Malm, Li-Ping Ma, Göran Larsson, Stellan Mörner, Michael Fu, Anna Engström-Laurent, Anders Waldenström

## Abstract

**Background:**

Hyaluronan (HA) is a glycosaminoglycan located in the interstitial space which is essential for both structural and cell regulatory functions in connective tissue. We have previously shown that HA synthesis is up-regulated in a rat model of experimental cardiac hypertrophy and that cardiac tissue utilizes two different HA synthases in the hypertrophic process. Cardiomyocytes and fibroblasts are two major cell types in heart tissue. The fibroblasts are known to produce HA, but it has been unclear if cardiomyocytes share the same feature, and whether or not the different HA synthases are activated in the different cell types.

**Methodology/Principal Findings:**

This study shows, for the first time that cardiomyocytes can produce HA. Cardiomyocytes (HL-1) and fibroblasts (NIH 3T3) were cultivated in absence or presence of the growth factors FGF2, PDGF-BB and TGFB2. HA concentration was quantified by ELISA, and the size of HA was estimated using dynamic light scattering. Cardiomyocytes synthesized HA but only when stimulated by PDGF-BB, whereas fibroblasts synthesized HA without addition of growth factors as well as when stimulated by any of the three growth factors. When fibroblasts were stimulated by the growth factors, reverse dose dependence was observed, where the highest dose induced the least amount of HA. With the exception of TGFB2, a trend of reverse dose dependence of HA size was also observed.

**Conclusions/Significance:**

Co-cultivation of cardiomyocytes and fibroblasts (80%/20%) increased HA concentration far more that can be explained by HA synthesis by the two cell types separately, revealing a crosstalk between cardiomyocytes and fibroblasts that induces HA synthesis. We conclude that dynamic changes of the myocardium, such as in cardiac hypertrophy, do not depend on the cardiomyocyte alone, but are achieved when both cardiomyocytes and fibroblasts are present.

## Introduction

Hyaluronan (HA) is a prominent structural component in the extracellular matrix (ECM), and is distributed ubiquitously in adult vertebrate tissues. HA is a nonsulphated, linear, high molecular weight glycosaminoglycan (GAG) composed of repeating disaccharides, D-glucuronic acid and *N*-acetyl-D-glucosamine [1]. HA has unique hydrodynamic properties, functioning as a biological lubricant in joints during movement and providing resilience in static conditions [2]. HA is synthesized by membrane-bound synthases (HAS) at the inner surface of the plasma membrane. The growing polymer is extruded through the membrane to the outside of the cell as it is being synthesized. Three mammalian HAS's have been identified, HAS1, HAS2 and HAS3, which differ in catalytic activity as well as in product size [3]. Several growth factors regulate HA biosynthesis and the induction of the three different HAS's [4], [5], [6]. Different responses in HA biosynthesis are depending on growth factor and cell type. In its native state, the HA molecule (n-HA) can be composed of 2000–25,000 of repeating disaccharides, with molecular weights ranging from 10^6^ to 10^7^ Da and with an extended length of 2–25 µm [3], [7]. Via receptors on the cell surface HA has also a signaling property. These receptors include, for example, CD44 and RHAMM (receptor for hyaluronan-mediated motility), [8], [9], [10]. HA-receptor interactions mediate at least three physiological processes: signal transduction, HA internalization and assembly of extracellular matrices [11], [12]. The length of the HA molecule affects its signaling properties. For example, n-HA is anti-angiogenic while oligo-HA (o-HA) is pro-angiogenic [13], [14]. Large and small HA molecules interact differently with extracellular and cell-surface HA-binding proteins[15]. Depending on its size, HA has been shown to be involved in many processes including wound healing and scarless fetal healing [16], [17]. High concentrations of HA in many embryonic tissues correlate with cell migration and proliferation. In fact, similarities between developing tissues and tumor tissues are demonstrated by higher concentrations of HA in many malignant tumors than in corresponding benign tumors or normal tissues [18], [19], [20]. The function of HA in the heart has so far not been thoroughly investigated. However, absence of HA causes abnormalities in heart and blood vessel development, resulting in an embryonic lethal phenotype, showing the importance of HA in heart formation [21], [22]. HA synthesis has also been shown to be up-regulated in experimental myocardial infarction and myocarditis [23], as well as in an experimental rat model of cardiac hypertrophy [24] where the increased amount of HA was linked to different HA synthases in the hypertrophic process. Fibroblasts are well known synthesizers of HA, while cardiomyocytes have not been studied in this respect. It is still unknown which cell types in the heart are involved in these processes and if the two HASs in the hypertrophic process are responsible for different sizes of HA, hence synthesized for different purposes. To further investigate the role of HA in the heart, cultured cardiomyocytes and fibroblasts were studied separately. The aims of the study were the following: a) to determine whether cardiomyocytes are capable of synthesizing HA, using three different growth factors, well known to stimulate HA synthesis in fibroblasts, fibroblast growth factor-2 (FGF2), platelet-derived growth factor-BB (PDGF-BB) and transforming growth factor-β2 (TGFB2) [4], [5], b) to find out if there is a cell signaling between fibroblasts and cardiomyocytes leading to HA synthesis and in what manner the signal is transduced, and c) test to determine if the size of the HA produced can be related to biological effects.

## Material and Methods

### Cell culture

HL-1, a cell line derived from adult mouse heart, displaying phenotypic features typical of adult cardiomyocytes [25], was obtained from Dr. W.C. Claycomb (Louisiana State University Medical Center, New Orleans). Cardiomyocytes plated in T-75 flasks coated with fibronectin (Sigma)-gelatin (Fisher Scientific) were maintained in Claycomb Medium (JRH. Biosciences) supplemented with 10% fetal bovine serum (JRH. Biosciences), 0.1 mM norepinephrine [consisting of 10 mM norepinephrine (Sigma-Aldrich) dissolved in 30 mM ascorbic acid (Sigma)], 2 mM L-glutamine (Life Technologies), and 100 U/mL penicillin, 100 µg/mL streptomycin (Life Technologies). During culture, the medium was changed routinely every 24 h. Fibroblasts, NIH 3T3 cells [26] (ATCC CRL-1658, LGC Standards AB) were cultured and passaged following the standard procedure in Dulbecco's modified Eagle's medium (DMEM, Fisher Scientific) containing 10% calf serum (JRH. Biosciences), 2 mM L-glutamine, 100 U/mL penicillin, and 100 µg/mL streptomycin.

HL-1 and NIH3T3 cells were passaged twice per week by trypsinization (Trypsin- EDTA, Life Technologies). All cultures were kept in an atmosphere of 95% air-5% CO_2_, 37°C and at a relative humidity of approximately 95%.

### Pretreatments of cells

NIH 3T3 cells -alone and HL-1cells -alone were plated at a concentration of 0.9×10^6^ cells/well into 6-well plates. In a monolayer co-culture of HL-1 with NIH 3T3, 0.72×10^6^ HL-1 cells/well were mixed with 0.18×10^6^/well of NIH 3T3 cells to a 6-well plate. After 72 h, cells were grown to confluence and all media were replaced with serum-free and antibiotic-free media for 24 h. In the treatment groups, cells were then stimulated with three different growth factors, known to induce HA synthesis in cultured fibroblasts, dissolved in serum-free and antibiotic-free media, FGF2 (5 ng/mL, 10 ng/mL), PDGF-BB (50 ng/mL, 100 ng/mL) and TGFB2 (5 ng/mL, 10 ng/mL) (Biosource, Invitrogen), respectively, six replicates of each. Plates with no growth factor addition were used as controls. After 24 h, the media from each growth condition was collected and the cells were then washed with ice-cold phosphate buffered saline (PBS) (without Ca & Mg, Fisher Scientific), and subsequently harvested by trypsination or scraping and placed in RNAlater (Qiagen).

### Quantitative analysis of hyaluronan

The six replicates of media were diluted 20–100 times in PBS and analyzed for HA content in duplicate by an enzyme-linked binding protein assay (Corgenix) according to the manufacturer's instructions. Absorbance was read at 450 nm with correction at 650 nm on a spectrophotometer (Multiscan Ascent, Thermo Labsystems). Data were expressed as mean±SD.

### RNA preparation

For each cell group, total RNA was isolated from three wells using the RNeasy Fibrous Tissue Kit (Qiagen). The concentration of the RNA was measured in a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies Inc.) and the integrity of the RNA was analyzed in a 2100 Bioanalyser (Agilent Technologies Inc.). Omniscript RT Kit (Qiagen) was used to synthesize cDNA.

### Real-time polymerase chain reaction

Relative quantification of gene expression changes was performed using an Applied Biosystems Prism 7900HT Sequence Detection System according to the manufacturer's specifications (Applied Biosystems). Mouse cDNA-specific TaqMan Gene Expression Assays for HAS1, HAS2 and HAS3 from Applied Biosystems were used. The mouse D-glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) gene was used as an endogenous control (part number 4352338E; Applied Biosystems). All samples were run in triplicate, and amplification was analyzed using Applied Biosystems Prism Sequence Detection Software version 2.3.

### Hyaluronan purification

Hyaluronan samples were purified from cell media of cultured cardiomyocytes and fibroblasts. Four mL of cell media were concentrated to 50 µL using 10 kDa cut-off Ultra Cell filter-unit (Millipore) by 15 min centrifugation at 4,000×g using a centrifuge (Sigma 4K10) equipped with a swing-out rotor. Concentrated samples were diluted with 1 mL of 100 mM CaCl_2_ in 20 mM TRIS-HCl buffer at pH 7.4. A total digestion of proteins, present in the growth medium, was utilized using Pronase (Boehringer Mannheim) at a concentration of 2 mg/mL in each sample. The protein digestion was allowed to continue for 72 h at 40°C and subsequently quenched by increasing the temperature to 100°C for 3 minutes. Digested peptides and amino acids, as well as CaCl_2_, were removed using a 10 kDa cut-off Ultra Cell filter-unit by 3×15 min centrifugation at 4,000×g. After each concentration step the samples were diluted with 1 mL of 20 mM TRIS-HCl adjusted to pH 7.4.

Desalted HA samples were loaded on a DEAE-FF anion-exchange column with a bead volume of 1 mL (GE-Life Science) using a peristaltic pump (Bio-Rad) operating at 1 mL/min. The column was washed with 5 and 8 column volumes of 20 mM TRIS-HCl pH 7.4 containing 0 M or 0.2 M NaCl, respectively. HA was eluted from the column with 8 column volumes of 0.4 M NaCl 20 mM TRIS-HCl pH 7.4.

The eluted fraction was collected and concentrated to approximately 1.5 mL as described above. The volume of the concentrated samples was further reduced to 30 µL using a 0.5 mL 10 kDa cut-off Ultra Cell filter-unit using a Microfuge 18 tabletop centrifuge (Beckman Coulter) at 14,000 rpm. The buffer was changed by 3 steps of 15 min centrifugation followed by dilution with 0.5 mL of 100 mM NaCl in D_2_O using the same concentration device. In all concentration steps the filters were washed with 0.1 M NaOH followed by careful rinsing with the appropriate buffer to avoid contamination of glycerol in the samples.

The purity of the samples was controlled by SDS-page, for detection of residual proteins after Pronase digestion, and by NMR to detect any other impurities, such as lipids and DNA.

### Dynamic light scattering size analysis of hyaluronan

The size of HA synthesized by fibroblasts, cardiomyocytes or a co-culture of the two cells types were estimated by DLS. The Z-average value, which is the mean hydrodynamic diameter weighted against the intensity of the DLS signal, was used to estimate the mean hydrodynamic size of the different HA molecules. Due to the hygroscopic properties of HA, the hydrodynamic diameter of HA is highly dependent on the buffer and salt conditions used in the DLS measurements. Therefore, the hydrodynamic diameters of HA purified from cell media were compared with those of HA with known molecular weights of 70 kDa, 450 kDa and 2420 kDa (Hyalose, L.L.C.) recorded at identical conditions.

Each HA sample was intensively shaken at 4°C for 20 minutes, to dissolve possible entanglements. To sediment remaining entanglements, the samples were centrifuged for 20 minutes by a Microfuge 18 tabletop centrifuge (Beckman Coulter) at 14,000 rpm, 50 µL of sample was added into a disposable low volume cuvette with a 10 mm path length. DLS measurements were conducted at 20°C using a Nano Zetasizer (Malvern Instruments) equipped with a HeNe-laser with a wave length of 633 nm. Before each measurement the temperature was allowed to equilibrate for 10 minutes. The back scattered light was detected at an angle of 173 degrees. For each cell condition the light scattering was measured for 200 seconds with 10 replicate measurements. The DLS data was analyzed using the Dispersion Technology Software v.5.10 (Malvern). Z-average, the mean intensity weighted diameter, was collected for each HA sample. Mean values and standard deviations from each measurement were calculated and compared using GrapPad Prism v.5. Outliers in Z-average were detected and rejected by calculation of the Dixon's *Q* ratio, using *P* = 0.05 [27].

### Crosstalk between cardiomyocytes and fibroblasts

After 24 h incubation, media from cardiomyocytes, fibroblasts and co-cultured cardiomyocytes and fibroblasts were transferred to both cardiomyocyte and fibroblast cultures. After additional 24 h incubation, media were collected and the cells were harvested by scraping and placed in RNAlater. Concentration of HA in media from cardiomyocytes and fibroblasts were measured as described above. To distinguish between extracellular signaling through microvesicles and exocytosis of soluble molecules, media that induced increased HA synthesis in cells was centrifuged to remove cell debris, 3,000×g for 20 minutes at 4°C, repeated three times, followed by 10,000×g for 20 minutes at 4°C, repeated three times. The acquired supernatant was ultracentrifuged at 130,000×g (49,000 rpm) for 2 h at 4°C in a MLS-50 rotor and a Beckman Optima™ MAX-E Ultracentrifuge (Beckman Coulter) to separate pellet and media supernatant containing soluble molecules. Cells were then incubated with pellet dissolved in new media or with media supernatant. The concentration of HA in media was measured and compared to controls incubated with unused media. Gene expression in cells (n = 3, except fibroblasts incubated with media supernatant, where n = 2) was analyzed with Illumina Beadstation (Illumina, San Diego).

To investigate the presence of HA interaction with cardiomyocytes, n-HA, 10 µg/mL, 800–1200 kDa (Select-HA™ 1000) or o-HA, 50 µg/mL, 6-mer (HYA-OLIGO6EF-1) (Hyalose, L.L.C.) was added to cardiomyocytes in Claycomb media, followed by 24 h incubation. The cells were harvested by scraping and placed in RNAlater.

Differential gene expression, analyzed with Illumina Beadstation, was used to detect intracellular signaling resulting in changed transcription, compared to control cells (n = 2 in each group).

### Microarray gene expression

Aliquots of total RNA were converted to biotinylated double-stranded cRNA according to the specifications of the Illumina Totalprep RNA Amplification Kit (Ambion). The labelled cRNA samples were hybridized to MouseRef-8 Expression Beadchip (Illumina), incubated with streptavidin-Cy3 and scanned on the Illumina Beadstation GX.

### Data analysis of gene expression microarrays

To determine differentially expressed genes microarray data were analyzed using gene expression module in Illumina Beadstudio software, version 3.3.7. Intensity data was normalized using the Beadstudio cubic spline algorithm. Significant differential expression was calculated using the Beadstudio software by applying multiple testing corrections using Benjamini and Hochberg False Discovery Rate (FDR) [28], [29]. All data is MIAME compliant and is available through NCBIs Gene Expression Omnibus (GEO) (GEO Series accession number GSE21675 and GSE21676).

The gene expression fold change of the stimulated cells was calculated as the average signal value relative to the average signal value for the control cells. A significant up-regulation was defined as a foldchange ≥1.5 and a significant down-regulation was defined as foldchange ≤0.67. Statistical significance was set at P<0.05. To avoid selecting genes with high foldchange due to low signal intensity a minimum signal intensity value was utilized. For up-regulated genes the signal intensity was set at >50 in the stimulated cell group. For down-regulated genes the signal intensity was set at >50 in the control cell group.

## Results

### Quantitative analysis of hyaluronan in cell media

HA concentration in cultured cardiomyocytes and fibroblasts was quantified to determine HA synthesis in response to stimulation by the different growth factors FGF2, PDGF-BB and TGFB2. The only growth factor that caused cardiomyocytes to synthesize HA was PDGF-BB at 100 ng/mL in the media. Fibroblasts on the other hand synthesize HA with or without any addition of growth factors. The addition of growth factors showed that FGF2 and PDGF-BB at higher concentrations (10 and 100 ng/mL) induced a lower concentration of HA than at lower concentration (5 and 50 ng/mL). TGFB2 induced the highest concentration of HA but no difference was seen in relation to its concentration (Figure 1A).

**Figure 1:**
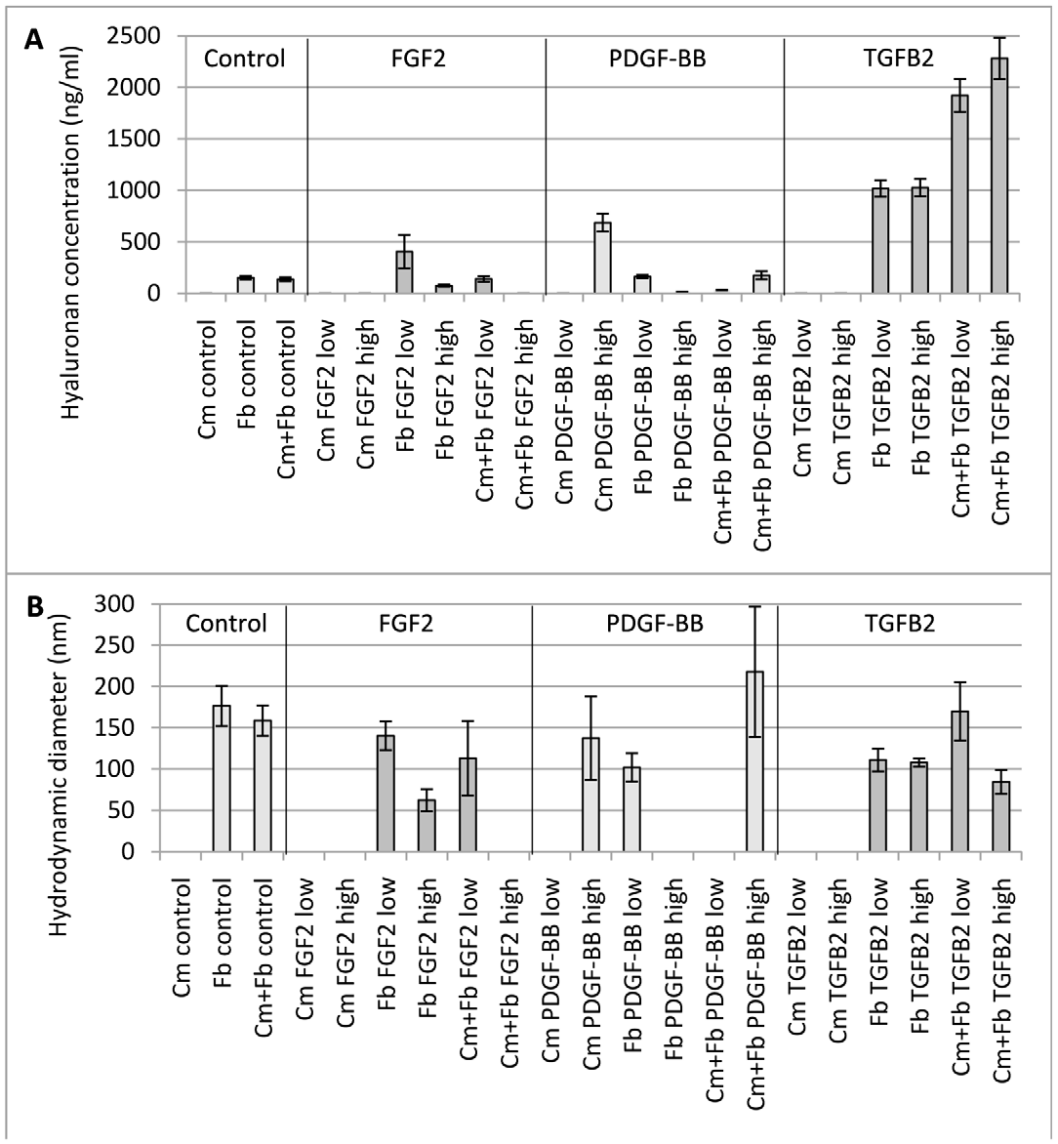
HA concentration and size in cell media. Cultured cardiomyocytes, fibroblasts and co-cultured cells (80%/20%) was stimulated with growth factors (FGF2, fibroblast growth factor-2, PDGF-BB, platelet-derived growth factor-BB and TGFB2, transforming growth factor-β2). “Low” indicates a growth factor concentration in the media of 50 ng/mL for PDGF-BB and 5 ng/mL for FGF2 and TGFB2. “High” indicates a growth factor concentration in the media of 100 ng/mL for PDGF-BB and 10 ng/mL for FGF2 and TGFB2. HA concentration was measured with an enzyme-linked binding protein assay. HA size was estimated with DLS.

Co-culturing cardiomyocytes and fibroblasts resulted in increased HA concentration compared to cells cultured separately, especially when taking into account the lower amount of fibroblasts in the co-culture.

In contrast, FGF2 and PDGF-BB stimulated co-cultured cells resulted in lower HA concentration in the media compared to cells cultured alone. Media from co-cultured cells stimulated with TGFB2 contained twice as much HA as in TGFB2 stimulated fibroblasts (Figure 1A).

### Real-time polymerase chain reaction analysis of hyaluronan synthases

Concerning assessment of expression of *Has* genes, the endogenous control *Gapdh*, used in real-time PCR analysis to normalize for differences in the amount of total RNA added, were in some cell/growth factor combinations not at a consistent level between samples and controls. Therefore, the *β-actin* and *36B4* genes were also tested as endogenous controls but with the same result. For this reason the real-time PCR results have only been used as a detection of expression of the different *Has's* without the possibility to calculate foldchange and significance of changes in expression (Table 1).

**Table 1:** HA synthases detected with real-time PCR.

Cell type/growth factor	*Has1*	*Has2*	*Has3*
Cardiomyocytes/PDGF-BB	n.d.	d	d
Fibroblasts/PDGF-BB	n.d.	d	n.d.
Fibroblasts/FGF2	n.d.	d	n.d.
Fibroblasts/TGFB2	n.d.	d	d
Co-cultured cells/PDGF-BB	n.d.	d	n.d.
Co-cultured cells/FGF2	n.d.	d	n.d.
Co-cultured cells/TGFB2	n.d.	d	n.d.

d., detected. n.d.; not detected.

### Dynamic light scattering *size analysis of hyaluronan*

The size of HA synthesized by fibroblasts, cardiomyocytes or co-culture of the two cell types was estimated by dynamic light scattering (DLS). The Z-average value of HA with known molecular weights of 70 kDa, 450 kDa and 2420 kDa (Hyalose, L.L.C.) gave Z-average values of 60±20 nm, 90±15 nm and 120±15 nm, respectively (Figure 2).

**Figure 2:**
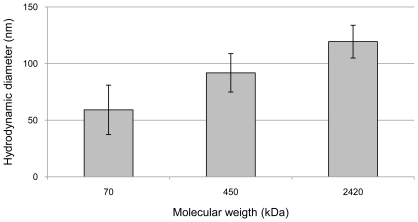
Size measurement of HA with known molecular weigths. The hydrodynamic diameters of HA with known molecular weights of 70 kDa, 450 kDa and 2420 kDa.

Cardiomyocytes produced HA with a diameter of 135±50 nm when stimulated with a high concentration of PDGF-BB. Under other conditions cardiomyocytes did not produce any detectable levels of HA (Figure 1B).

Non-stimulated fibroblasts produced HA with a hydrodynamic diameter of 175±25 nm. Upon stimulation by low levels of FGF2, fibroblasts released HA with a diameter of 140±20 nm, whereas fibroblasts cultured with high levels of FGF2 produced HA with a diameter of 60±15 nm. Fibroblasts stimulated by the low dose of PDGF-BB produce HA with a diameter of 100±15 nm. When the fibroblasts were stimulated by a high dose of PDGF-BB the concentration of HA became too low to ensure reliable DLS measurements. The different concentrations of TGFB2 showed little effect on the size of produced HA, with a hydrodynamic diameter of 110±15 nm and 110±5 nm for the low and high concentration of this growth factor, respectively (Figure 1B).

When cardiomyocytes and fibroblasts were co-cultured without any growth factors they secreted HA with a diameter of 160±20 nm. The addition of low levels of FGF2 induced HA of 115±45 nm, whereas the high level of FGF2 yielded no detectable HA. Low levels of PDGF-BB did not induce a HA concentration high enough for reliable DLS measurements, whereas a high dose of PDGF-BB yielded HA with a size of 220±80 nm. When a low dose of TGFB2 was added to co-cultured cells, HA with a size of 170±35 nm was produced, whereas the high concentration of TGFB2 resulted in HA with a diameter of 85±15 nm (Figure 1B).

In four of the HA size measurements a larger standard deviation of HA were observed. This was caused by a larger range of sizes of the HA molecules produced under these specific conditions, and not caused by impurities or HA aggregates.

In one of the fibroblast control samples one light scattering measurements was identified as an outlier by Dixons *Q* test (*P*- 0.05) and excluded from the calculated mean value. The identified outlier was most likely caused small amounts of HA aggregates.

### Crosstalk between cardiomyocytes and fibroblasts

The presence of signaling crosstalk between cultured cardiomyocytes and fibroblasts that induces HA synthesis was elucidated by quantification of HA and gene expression analysis of both cell types. 

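RNA of NIH 3T3 cells, an embryonic mouse fibroblast line, was measured on bead arrays after 24 h in unused Claycomb media (3 arrays), in Claycomb media transferred from cardiomyocytes (3 arrays) or in the supernatant of such media after ultracentrifugation for 2 h (2 arrays). Before ultracentrifugation, repeated slower spins had removed cell debris, so the supernatant lacks that material as well. The cardiomyocytes were HL-1 cells, a contracting cell line derived from a tumour of mouse atrium and maintained in Claycomb media. The arrays include none of unused media that had been centrifuged and none of fibroblasts in their own growth media, so the effect of centrifugation itself is not separated from that of removing the pelleted material. The paper states that RNA of each cell group was isolated from 3 wells, and for the gene expression of these cells it gives 3 samples per group and 2 with the supernatant. It does not say whether the wells came from separate experiments, and p-values measure only the spread between these arrays. The arrays lay on 2 chips. Chip 1 held all arrays of unused media and replicate 1 of either treatment, and chip 2 held replicates 2 and 3 of cardiomyocyte media and replicate 2 of the supernatant. The background signal was 89.0 to 93.4 on chip 1 and 47.1 to 48.1 on chip 2. The median signal of the detected probes was 2.83 to 3.27 times the background on chip 1 and 3.94 to 5.11 times on chip 2. Of 25697 probes, 10545 to 11157 were detected on an array with unused media, 10648 to 11576 with cardiomyocyte media and 10956 to 11758 with the supernatant. The number of arrays limits the precision of every value.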

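The authors averaged the beads of each probe in BeadStudio, subtracted the background and normalized the signals with its cubic spline algorithm. Here the intensities before normalization were taken, corrected for background with the normexp model of limma and an offset of 16, quantile normalized and set on the log2 scale. Signals are printed on the linear scale after the offset was subtracted. For each of 8885 genes with a probe detected on at least 2 arrays, the probe with the highest mean was tested in 1 linear model over all 8 arrays. The p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. Both comparisons with unused media were repeated with chip as a block and within chip 1 alone. Gene lists were compared with all other genes by camera, with a preset correlation between genes of 0.01, and the adjusted p with an estimated correlation stands beside it. The lists and the rule for which genes are named were written before the deposited values were examined, with the values of Tables S1 and S2 already seen. Those tables come from the same arrays, so the choice of lists was not blind to the results. The p-values of the lists do not account for this. Where a probe was not detected on any array of the dimmer group, the fold is a lower bound. It is the mean of the brighter group over a floor that is, for each array, the higher of the lowest detected signal and the probe's own. Both are taken with the offset included, so the bound lies below the ratio of printed signals.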

Measurements of HA concentration in cell media and gene expression analysis were used to elucidate the existence of signaling crosstalk between cardiomyocytes and fibroblasts. Three general ways of mediating signaling crosstalk between cells were considered. Direct cell contact, extracellular signaling transferred by microvesicles released into media [30] or extracellular signaling transferred through exocytosis of soluble molecules into media. Synthesis of HA by fibroblasts increased after incubation with Claycomb media from either co-cultured cells or cardiomyocytes alone, compared to both fibroblasts incubated in DMEM and fibroblasts incubated in fresh, unused Claycomb media (Figure 3,4). A lower HA concentration was obtained after incubation of fibroblasts with fresh, unused Claycomb media. Fibroblasts which were incubated with pellet from ultracentrifugation of Claycomb media from cardiomyocytes, dissolved in DMEM showed similar HA concentration to fibroblast controls while fibroblasts incubated in the supernatant of ultracentrifuged Claycomb media from cardiomyocytes demonstrated a two-fold increase in HA concentration (Figure 4). Cardiomyocytes showed no synthesis of HA irrespective of media added (Figure 3).

**Figure 3:**
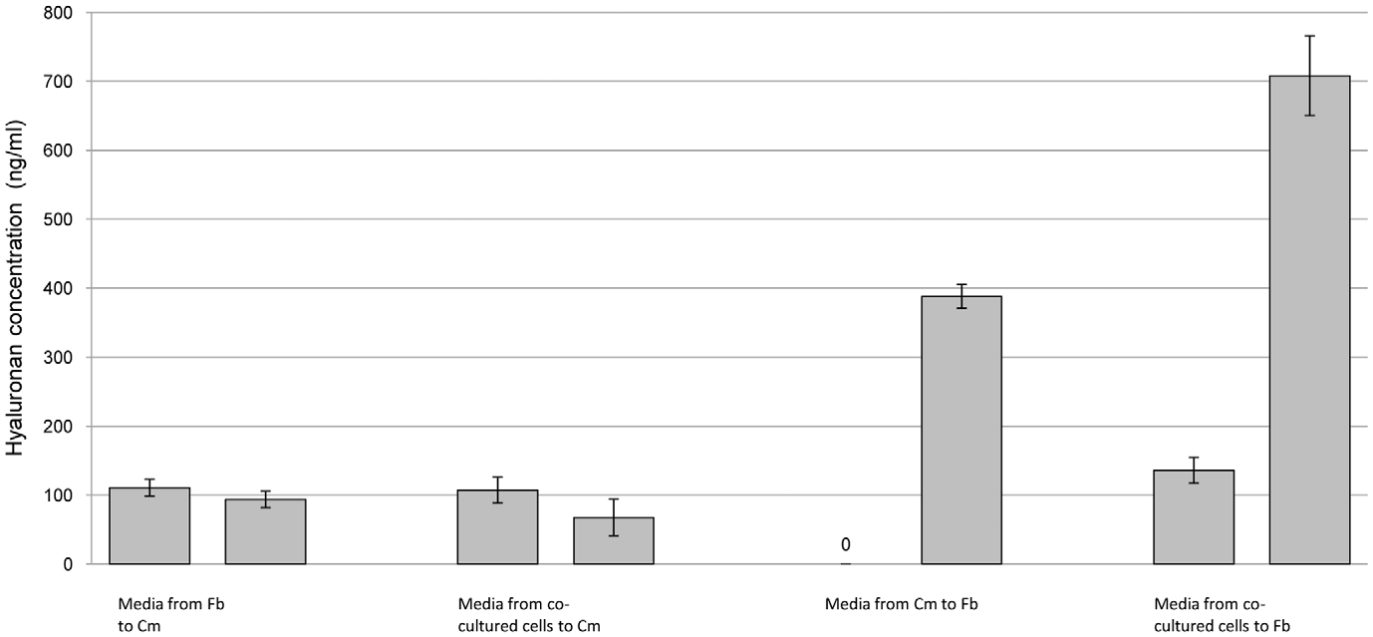
HA concentration in media transferred between different cell types. HA concentration in media was measured before and after transfer between different cell types. After 24 h Claycomb media was transferred from Cm and co-cultured cells to Fb and DMEM media was transferred from Fb to Cm and co-cultured cells. Cm, cardiomyocytes; Fb, fibroblasts.

**Figure 4:**
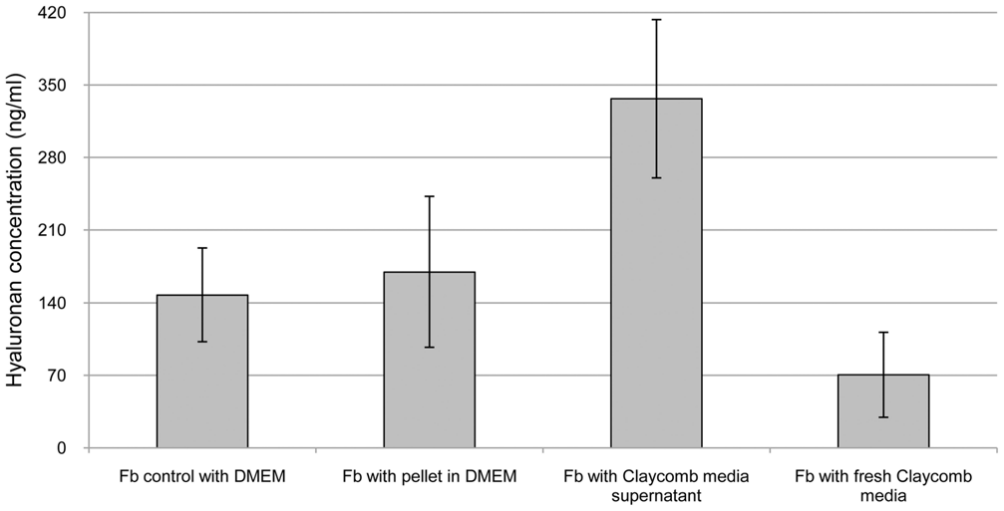
HA concentration in ultracentrifuged media. Claycomb media that induced increased HA synthesis in Fb was ultracentrifuged. Pellet after ultracentrifugation was dissolved in DMEM. Fb was incubated for 24 h with pellet in DMEM and Claycomb media supernatant. Fb was also incubated with fresh, unused Claycomb media. Fb, fibroblasts.

Gene expression analysis of fibroblasts incubated for 24 h with Claycomb media transferred from cardiomyocytes, resulted in 333 differentially expressed genes compared to fibroblasts incubated with unused Claycomb media (Table 2) (Table S1). 

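Genes of the extracellular matrix, proteases that remodel it and chemokines were among the genes that rose in fibroblasts incubated with cardiomyocyte media, compared with unused media. Plau encodes urokinase, the protease that activates plasminogen, and lies on chromosome 14 of GRCm38.p6 from 20836662 to 20843388. Its signal was 76.4 ± 60.8 (SD, n = 3 arrays) with unused media and 1572 ± 187 (SD, n = 3) with cardiomyocyte media, a log2 fold change of 4.42 (standard error 0.48, adjusted p = 2.04e-04 from limma). Unused media replicate 1 had a signal of 10.7, and without it the log2 fold change was 3.68. Of 27 tested genes of fibrillar collagens, elastic fibres and interstitial matrix, 10 rose, 2 fell and 15 did not pass the test (10 higher and 2 lower when adjusted over the list alone). They had a mean log2 fold change of 0.71 (adjusted p = 1.16e-05 from camera, and adjusted p = 0.0903 with an estimated correlation). Fbln1, a glycoprotein of elastic fibres, rose with a log2 fold change of 3.19 (standard error 0.25, adjusted p = 2.13e-05), and Prelp, a proteoglycan of connective tissue, with one of 2.88 (standard error 0.19, adjusted p = 7.19e-06). Mfap5, a protein of microfibrils, rose with one of 2.68 (standard error 0.17, adjusted p = 7.19e-06). The members that fell were Lox, which crosslinks collagen and elastin (-1.11), and Ogn, a small proteoglycan (-0.86, chosen after its value was seen). Of 15 tested genes of the basement membrane, 4 rose and none fell (8 higher when adjusted over the list alone). Their mean log2 fold change was 0.55 (adjusted p = 7.92e-04, and adjusted p = 0.254 with an estimated correlation). Lama2, a laminin chain, rose with a log2 fold change of 1.63 (standard error 0.25, adjusted p = 0.00256). The other members were the collagen IV chains Col4a1 (0.88) and Col4a2 (1.24) and the proteoglycan Hspg2 (0.70). The call of Col4a1 ended without unused media replicate 1 or 3 or cardiomyocyte media replicate 3 (highest adjusted p = 0.0900). That of Col4a2 ended with chip as a block (adjusted p = 0.183) and without unused media replicate 1 or 3 or cardiomyocyte media replicate 2 or 3 or supernatant replicate 1 or 2 (highest adjusted p = 0.148). That of Hspg2 ended with chip as a block (adjusted p = 0.0697) and without unused media replicate 1 or 2 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0715).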

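Among 23 tested matrix proteases and inhibitors, 7 rose and 2 fell (12 and 3 when adjusted over the list alone). The list had a mean log2 fold change of 0.50 (adjusted p = 8.73e-04, and adjusted p = 0.0903 with an estimated correlation). Adamts4, which cleaves aggrecan and versican, rose with a log2 fold change of 2.74 (standard error 0.22, adjusted p = 2.13e-05), and Ctsk, which encodes the collagenase cathepsin K, with one of 1.38 (standard error 0.17, adjusted p = 4.66e-04). Adam23, a cell adhesion protein of the ADAM family without protease activity, fell by 1.65 on the log2 scale, and the metalloprotease inhibitor Timp3, chosen after its value was seen, fell by 1.23. Of 21 tested chemokines, cytokines and acute phase genes, 10 rose and 5 fell (11 and 7 when adjusted over the list alone). Together they had a mean log2 fold change of 0.49 (adjusted p = 0.0138, and adjusted p = 0.254 with an estimated correlation). The chemokines Ccl11, which attracts eosinophils, and Ccl2, which attracts monocytes, had log2 fold changes of 3.16 (standard error 0.21, adjusted p = 7.19e-06) and 2.45 (standard error 0.19, adjusted p = 1.88e-05). Ptx3, a soluble pattern recognition protein, fell with a log2 fold change of -2.65 (standard error 0.23, adjusted p = 4.16e-05). So did Il11, Il18, Serpina3n and Tlr2, which were chosen after their values were seen (log2 fold changes of -1.28, -1.09, -1.38 and -1.46). The call of this list ended when only probes detected on all arrays were tested (mean 0.31, adjusted p = 0.227). The means of the interstitial matrix, basement membrane, protease and chemokine lists were 0.65, 0.40, 0.50 and 0.37 with chip as a block. They were 0.62, 0.38, 0.50 and 0.38 within chip 1, which holds 1 array of cardiomyocyte media.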

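Targets of NRF2, the transcription factor that controls the response to oxidative stress and glutathione synthesis, were lower with cardiomyocyte media. Of 26 tested, 16 fell and none rose (17 lower when adjusted over the list alone). They had a mean log2 fold change of -1.04 (adjusted p = 2.93e-13, and adjusted p = 0.0129 with an estimated correlation). Among them the glutathione transferase Gstm1 fell with a log2 fold change of -2.54 (standard error 0.21, adjusted p = 2.62e-05) and Aldh3a1, an aldehyde dehydrogenase, with one of -3.58 (standard error 0.21, adjusted p = 7.19e-06). Of 5 tested targets of the aryl hydrocarbon receptor, which senses dioxins and related ligands, 3 fell, namely Aldh3a1, the quinone reductase Nqo1 (-1.77) and the cytochrome P450 Cyp1b1 (-0.87). Their mean was -1.43 (adjusted p = 8.73e-04, and adjusted p = 0.0903 with an estimated correlation). Aldh3a1 and Nqo1 stand in both lists. The call of Cyp1b1 ended with chip as a block (adjusted p = 0.0926) and without unused media replicate 1 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0782). Of 24 tested targets of ATF4 and genes of amino acid supply, 9 fell and 2 rose (13 and 2 when adjusted over the list alone). The mean log2 fold change of the list was -0.51 (adjusted p = 2.68e-04, and adjusted p = 0.0903 with an estimated correlation). The amino acid transporters Slc38a2 and Slc1a4 fell with log2 fold changes of -1.87 (standard error 0.19, adjusted p = 1.38e-04) and -1.31 (standard error 0.16, adjusted p = 4.13e-04). The lipoprotein receptor Vldlr (1.41) and the stress response gene Nupr1 (1.45) rose. The means of these 3 lists were -1.01, -1.12 and -0.47 with chip as a block and -0.99, -1.03 and -0.48 within chip 1. None of 14 tested cardiomyocyte markers passed the test in limma (2 were higher at an unadjusted p under 0.05; adjusted p = 0.764 for the list from fry).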

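The largest rises besides Plau were those of Prg2, the major basic protein of eosinophil granules (log2 fold change 3.88, or 3.71 and above Plau without unused media replicate 1), Nnmt, which methylates nicotinamide (at least 7.87-fold higher), and Plac1, a gene best known from placenta (3.32). The largest falls besides Aldh3a1 were those of the chitinase-like protein Chil1 (at least 10.1-fold lower), the transcript 5031410I06Rik (at least 9.04-fold lower) and Tmem100 (at least 7.25-fold lower). In all, 743 of 8885 genes passed the test, 356 higher and 387 lower with cardiomyocyte media (2229 at an unadjusted p under 0.05). In each of the 743, every array of one group lay above every array of the other, as did 28.6% of all tested genes, where chance gives 10%. The 743 were picked by their p on the same arrays, so their separation adds no evidence. The share over all genes may also hold chip differences, since all arrays of unused media lay on chip 1. With the fold and signal thresholds of the paper added, but not its detection step, 650 genes passed, 312 higher and 338 lower. The fit with chip as a block called 496 genes (229 higher and 267 lower), 414 of them among the 743, and within chip 1, 80 were higher and 93 lower. When arrays were scaled to a common median in place of quantile normalization, 369 genes were higher and 111 lower, while the median of all genes moved to 0.21. The count was 1448, 375 and 412 without cardiomyocyte media replicate 1, 2 and 3, and 418, 461 and 471 without unused media replicate 1, 2 and 3. With cardiomyocyte media replicate 1 left out, that treatment lay on chip 2 alone and unused media on chip 1. The count of 1448 may therefore hold chip differences.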

The same analysis of fibroblasts incubated for 24 h with ultracentrifuged Claycomb media supernatant transferred from cardiomyocytes, resulted in 96 differentially expressed genes (Table 2) (Table S2). 

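Genes of cell division were among those that fell, and genes of cholesterol synthesis among those that rose, in fibroblasts incubated with the supernatant, compared with unused media. Plk1 encodes a kinase that drives entry into mitosis and lies on chromosome 7 of GRCm38.p6 from 122159435 to 122169884. Its signal was 778 ± 69.0 (SD, n = 3 arrays) with unused media and 268 ± 35.5 (SD, n = 2) with the supernatant, a log2 fold change of -1.48 (standard error 0.19, adjusted p = 0.00434 from limma). Of 28 tested genes of mitosis, 21 fell and none rose (27 lower when adjusted over the list alone). Together they had a mean log2 fold change of -1.12 (adjusted p = 8.41e-37, and adjusted p = 0.00150 with an estimated correlation). Pbk, a mitotic kinase, and Kif22, a kinesin that moves chromosomes, fell with log2 fold changes of -1.54 (standard error 0.19, adjusted p = 0.00420) and -1.39 (standard error 0.18, adjusted p = 0.00420). Of 36 tested genes of DNA replication, 17 fell and none rose (30 lower when adjusted over the list alone). Their mean was -0.86 (adjusted p = 1.24e-30, and adjusted p = 0.00119 with an estimated correlation). Thymidine kinase (Tk1) had a log2 fold change of -1.51 (standard error 0.19, adjusted p = 0.00420) and DNA ligase 1 (Lig1) one of -1.46 (standard error 0.18, adjusted p = 0.00420). The replication licensing factor Mcm5 had one of -1.29 (standard error 0.18, adjusted p = 0.00599). Of 25 tested replication-dependent histone genes, whose near-identical copies may share probes, 8 fell and none rose (10 lower when adjusted over the list alone). As a list their mean was -0.46 (adjusted p = 1.99e-05, and adjusted p = 0.116 with an estimated correlation).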

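Of 18 tested genes of cholesterol synthesis and uptake, 7 rose and none fell with the supernatant (14 higher when adjusted over the list alone). Their mean log2 fold change was 0.88 (adjusted p = 3.57e-16, and adjusted p = 0.00280 with an estimated correlation). Mvd, which decarboxylates mevalonate diphosphate, rose with a log2 fold change of 1.67 (standard error 0.25, adjusted p = 0.00791) and Fdps, which makes farnesyl diphosphate, with one of 1.35 (standard error 0.19, adjusted p = 0.00662). Of 16 tested genes of fatty acid synthesis and desaturation, the acyl-CoA synthetase Acsl3 (1.14) and the desaturase Scd2 (0.95) rose (8 higher when adjusted over the list alone). The list had a mean log2 fold change of 0.55 (adjusted p = 1.54e-07, and adjusted p = 0.0144 with an estimated correlation). Among the proteases and inhibitors of the matrix, Adamts4 (1.73), Plau (2.63) and the cathepsin Ctsl (0.78) rose (4 higher when adjusted over the list alone). Together they had a mean log2 fold change of 0.39 (adjusted p = 2.14e-04, and adjusted p = 0.0344 with an estimated correlation). The calls of Scd2, Plau and Ctsl ended with chip as a block (adjusted p = 0.0824, 0.0622 and 0.0782). Those of Scd2 and Ctsl also ended without any array except cardiomyocyte media replicate 1 (highest adjusted p = 0.559 and 0.466), and that of Plau without unused media replicate 2 or cardiomyocyte media replicate 2 or supernatant replicate 1 or 2 (highest adjusted p = 0.236). Without unused media replicate 1 Plau was at 1.90. Of the NRF2 targets, Aldh3a1 (-2.32) and the epoxide hydrolase Ephx1 (-1.36) fell (2 lower when adjusted over the list alone). The mean log2 fold change of the list was -0.38 (adjusted p = 1.59e-04, and adjusted p = 0.0344 with an estimated correlation). No cardiomyocyte marker passed the test in limma (1 was higher at an unadjusted p under 0.05; adjusted p = 0.375 from fry). With chip as a block the means were -1.13 for mitosis, -0.86 for DNA replication, -0.46 for histones, 0.91 for cholesterol, 0.50 for fatty acids, 0.39 for proteases and -0.36 for NRF2 targets. Within chip 1, with 1 array of the supernatant, they were -1.14, -0.89, -0.40, 0.87, 0.51, 0.39 and -0.38.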

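Among the largest rises with the supernatant were those of Plac1 (log2 fold change 2.17), the semaphorin Sema7a (1.80) and the RNA helicase Ddx25 (1.71). The largest falls after Aldh3a1 were those of S100a4, a calcium-binding protein of motile cells (-1.98), the protein kinase Prkg2 (-1.92) and the adhesion protein Cdsn (-1.78). In all, 193 of 8885 genes passed the test, 65 higher and 128 lower (1056 at an unadjusted p under 0.05). Each had every array of one group above every array of the other, as did 31.3% of all tested genes, where chance gives 20%. Again this adds no evidence for genes picked by p, and the share over all genes may hold chip differences. With the paper's fold and signal thresholds added, but not its detection step, 186 passed, 59 higher and 127 lower. With chip as a block 207 passed (60 higher and 147 lower), 161 of them among the 193, while within chip 1 limma called 0 genes (613 at an unadjusted p under 0.05). When arrays were scaled to a common median, 53 genes were higher and 10 lower, while the median of all genes moved to 0.26. Every call ended without supernatant replicate 1, where limma called 0 genes (963 at an unadjusted p under 0.05). Without supernatant replicate 2 it called 1, Aldh3a1 (530 at an unadjusted p under 0.05). The count was 107, 108 and 107 without unused media replicate 1, 2 and 3.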

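Tgfb2, which encodes the secreted growth factor TGF-beta 2, lies on chromosome 1 of GRCm38.p6 from 186622787 to 186709697. Its signal was 159.8 ± 19.4 (SD, n = 3 arrays) with unused media, 532 ± 39.9 (SD, n = 3) with cardiomyocyte media and 436 ± 85.7 (SD, n = 2) with the supernatant. Against unused media, Tgfb2 rose with a log2 fold change of 1.64 (standard error 0.18, adjusted p = 1.76e-04) with cardiomyocyte media and with one of 1.36 (standard error 0.20, adjusted p = 0.00770) with the supernatant, both from limma. Every array of either treatment had a higher signal than every array of unused media. Chance separates the groups in either direction in 10% of cases with cardiomyocyte media and 20% with the supernatant. An exact permutation test gave a two-sided p = 0.1 for each treatment, the smallest p these numbers of arrays allow in that test. The difference between the supernatant and cardiomyocyte media was -0.29 (standard error 0.20, adjusted p = 0.587). With chip as a block the log2 fold changes were 1.81 (adjusted p = 2.73e-04) and 1.48 (adjusted p = 0.00535), and within chip 1 they were 1.73 and 1.55. The call with the supernatant ended within chip 1 (adjusted p = 0.101), without supernatant replicate 1 (1.16, adjusted p = 0.103) and without supernatant replicate 2 (adjusted p = 0.0630).

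**Figure D1:**
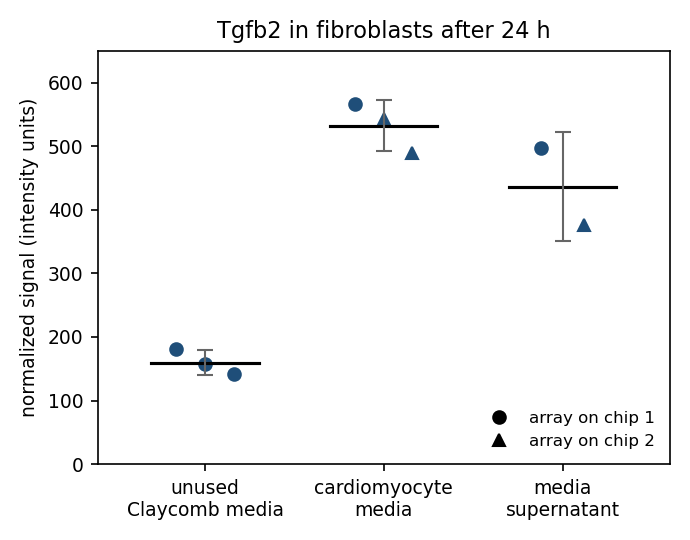
Normalized signal of Tgfb2 (vertical axis, linear scale) on each array of fibroblasts with unused Claycomb media, cardiomyocyte media and media supernatant. Circles are arrays of chip 1 and triangles arrays of chip 2, black lines are group means and bars 1 SD; all arrays of both treatments lie above all arrays of unused media.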

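Of 21 tested genes of TGF-beta ligands, latent binding proteins, receptors and SMADs, 5 rose and 4 fell with cardiomyocyte media (5 and 5 when adjusted over the list alone). The mean was 0.14 (adjusted p = 0.372). Besides Tgfb2, the activin subunit Inhba rose with a log2 fold change of 2.66 (standard error 0.17, adjusted p = 7.19e-06) and the SMAD repressor Skil with one of 1.29 (standard error 0.18, adjusted p = 0.00102), and the receptors Tgfbr1 (0.71) and Tgfbr2 (0.72) rose. The latent binding proteins Ltbp1 (-1.51), Ltbp3 (-0.93) and Ltbp4 (-0.84) and the inhibitory Smad6 (-1.21) fell. Of these, Tgfbr1, Tgfbr2 and Ltbp3 were chosen after their values were seen. With probes averaged the calls of Skil and Ltbp1 ended (adjusted p = 0.0860 and 0.0767). With the supernatant only Tgfb2 and Skil, at 1.26 (standard error 0.20, adjusted p = 0.00932), passed the test, both higher. The mean was 0.27 (adjusted p = 0.00533, and adjusted p = 0.100 with an estimated correlation), or 0.28 with chip as a block. Without supernatant replicate 1 it was 0.24 (adjusted p = 0.0617). Of 16 tested target genes of TGF-beta in fibroblasts, 6 rose and 3 fell with cardiomyocyte media (8 and 3 when adjusted over the list alone). As a list their mean was 0.40 (adjusted p = 0.00771, and adjusted p = 0.0903 with an estimated correlation), or 0.37 with chip as a block. Acta2, the smooth muscle actin of myofibroblasts, rose with a log2 fold change of 1.78 (standard error 0.20, adjusted p = 2.51e-04) and the transcription factor Junb with one of 1.50 (standard error 0.19, adjusted p = 5.65e-04). Ccn2, Lox and Il11, further targets, fell, but the call of Ccn2 ended with chip as a block (adjusted p = 0.0723). It also ended without any single array except unused media replicate 2. With the supernatant Skil, the collagen Col3a1 (1.05) and Pmepa1, a feedback inhibitor (at least 2.12-fold higher), rose and none fell (3 higher and 1 lower when adjusted over the list alone). Their mean log2 fold change was 0.24 (adjusted p = 0.0407, and adjusted p = 0.138 with an estimated correlation). Settings that ended that call of the list include the authors' normalized values (adjusted p = 0.0530), only probes detected on all arrays (0.0598), probes averaged (0.211), and leaving out unused media replicate 2 (0.0978), cardiomyocyte media replicate 1 (0.0520) or supernatant replicate 1 (0.122).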

In both cases the *Tgfb2* gene was up-regulated 3-fold. Data and information is available through NCBI's GEO (accession number GSE21675).

**Table 2:** Number of differentially expressed genes after each filtering step.

Filtering step	Cm with oHA		Cm with nHA		Fb with Cm media		Fb with Cm media sup.	
Differential	554		493		1384		501	
*P*-value<0.05	288↑	266↓	69↑	424↓	695↑	689↓	201↑	300↓
	↓		↓		↓		↓	
FDR	130		105		400		102	
	75↑	55↓	4↑	101↓	213↑	187↓	21↑	81↓
	↓		↓		↓		↓	
Detection	111		45		335		96	
*P*-value<0.05	68↑	43↓	3↑	42↓	177↑	158↓	21↑	75↓
	↓		↓		↓		↓	
Foldchange	65		42		333		96	
>1.5, <−1.5	27↑	38↓	2↑	40↓	175↑	158↓	21↑	75↓
	↓		↓		↓		↓	
Avg. sign.	63		35		333		96	
>50	37↑	26↓	2↑	33↓	175↑	158↓	21↑	75↓

Multiple testing corrections using False Discovery Rate was applied. A significant up-regulation was defined as a foldchange >1.5 and a significant down-regulation was defined as foldchange <−1.5. A minimum signal intensity value of 50 was utilized. Cm, cardiomyocytes; Fb, fibroblasts; sup. supernatant after ultracentrifugation, Avg. sign., average signal; FDR, False Discovery Rate; ↑, up-regulated; ↓, down-regulated.

Gene expression in cardiomyocytes treated with n-HA and o-HA was analyzed to determine if HA mediate intracellular signals leading to changes in gene transcription in cardiomyocytes. The addition of n-HA and o-HA to Claycomb media before incubation for 24 h, affected cardiomyocytes gene expression. When n-HA was added to Claycomb media 35 differentially expressed genes were detected, and 63 genes were detected with o-HA added (Table 2) (Table S3, S4). Data and information is available through GEO (accession number GSE21676).

## Discussion

In this study HA synthesis was investigated in two major cell types in heart tissue, cultured cardiomyocytes and fibroblasts to better understand the function of HA in the heart.

While fibroblasts are recognized as the main source of HA in connective tissues including in the heart, in this study the ability of cardiomyocytes to synthesize HA is reported. Cardiomyocytes cultured without growth factors or stimulated with FGF2 or TGFB2 synthesized no detectable levels of HA. However, the higher concentration of PDGF-BB (100 ng/ml) activated synthesis of HA in cardiomyocytes. Thus, cardiomyocytes must express HAS and indeed, confirmed by real-time PCR findings showing both *Has2* and *Has3* transcription. The absence of HA synthesis at the lower PDGF-BB concentration may indicate a threshold above which synthesis is induced in cardiomyocytes. It is possible that while fibroblasts are the primary source of HA in the myocardium, cardiomyocytes could be a secondary producer of HA that initiate their synthesis when PDGF-BB levels are high. The range in hydrodynamic diameter of the HA synthesized coincided to some extent the sizes of HA seen in fibroblasts and co-cultured cell controls. Thus, cardiomyocytes might produce HA of similar size to fibroblasts when an acute need for high amounts of HA arises to support HA synthesis derived from fibroblasts.

Adding HA to cardiomyocyte cultures showed that both oligo HA and native HA influence transcription of cardiomyocyte genes. Hence, cardiomyocytes were shown here to both produce and be affected by HA in their environment.

A pattern of decreased concentration and size of HA was observed with increased concentration of FGF2 or PDGF-BB in media from both fibroblasts and co-cultured cells (80% cardiomyocytes and 20% fibroblasts). This may be explained by hyaluronidase expression induced by FGF2 and PDGF-BB. Induction of hyaluronidases by PDGF-BB has been shown in human dermal fibroblasts [6]. The exception from this pattern was co-cultured cells stimulated with PDGF-BB at the higher concentration. Most likely, the cardiomyocytes contributed to the observed higher HA concentration, stimulated by PDGF-BB at the higher concentration. In co-cultures, containing only 20% fibroblasts and without addition of growth factors, HA was synthesized in equal amounts compared to fibroblast controls. It is unlikely that cardiomyocytes contributed to that HA synthesis, since cardiomyocytes alone did not synthesize HA at all, indicating a synergistic effect between the cell types. Furthermore, sizes of HA were larger in media from co-cultures than from cardiomyocytes alone, indicating an additional control of the synthesis derived from the interaction of the two different cell types.

In co-cultured cells, stimulated by FGF2 and PDGF-BB, this synergistic effect may be masked by increased hyaluronidase activity which could explain the low levels of HA seen in co-cultured cells compared to stimulated fibroblasts alone.

The synergistic effect on HA synthesis seen in co-cultured cells affecting seems to be caused by intercellular signaling between cardiomyocytes and fibroblasts. When culturing fibroblasts with media previously incubated with cardiomyocytes, an increase in HA concentration was observed. However, fibroblasts incubated with unused cardiomyocyte media did not increase their HA synthesis. Ultracentrifugation of the HA synthesis inducing media revealed that the HA inducing factor(s) was (were) to be found in the supernatant, thus most likely a soluble molecule. Microarray gene expression analysis of fibroblasts incubated with HA inducing media revealed a number of differently expressed genes, of which *Tgfb2* was one. 

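Has2, which encodes an HA synthase, lies on chromosome 15 of GRCm38.p6 from 56665627 to 56694546. Its signal was 368 ± 83.6 (SD, n = 3 arrays) with unused media, 311 ± 65.2 (SD, n = 3) with cardiomyocyte media and 374 ± 9.26 (SD, n = 2) with the supernatant. These are log2 fold changes of -0.23 (standard error 0.21, adjusted p = 0.536) and 0.047 (standard error 0.24, adjusted p = 0.958) from limma. Has1 was detected on 0 arrays and Has3 on 1 of the 8. Hmmr, which encodes the HA receptor RHAMM, and Fgf2 were detected on none, and none of these 4 genes was tested. Of 13 tested genes of HA synthesis, turnover, binding and receptors, 3 fell and none rose with cardiomyocyte media (3 lower when adjusted over the list alone). The list had a mean log2 fold change of -0.38 (adjusted p = 0.0664, and adjusted p = 0.402 with an estimated correlation). The mean with chip as a block was -0.43 (adjusted p = 0.0299 from camera), past the threshold, as was fry without the block (adjusted p = 0.0278). The genes that fell were Ptx3, which crosslinks HA in the matrix, the hyaluronidase Hyal1 (-0.97) and the hyaluronidase Cemip2 (-0.59). The call of Hyal1 ended with arrays scaled to a common median (adjusted p = 0.0883) and without unused media replicate 1 or 2 or cardiomyocyte media replicate 3 (highest adjusted p = 0.0768). That of Cemip2 ended with that scaling (adjusted p = 0.558), with probes averaged (adjusted p = 0.176) and without any single array (highest adjusted p = 0.130). With the supernatant limma called 0 genes of the list (1 higher and 2 lower at an unadjusted p under 0.05; adjusted p = 0.931 from fry). Its mean was -0.038 and its median 0.024. Cd44, the main HA receptor, had log2 fold changes of -0.42 (standard error 0.22, adjusted p = 0.266) and -0.73 (standard error 0.25, adjusted p = 0.251).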

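Of 28 tested secreted growth factors, 6 rose and 7 fell with cardiomyocyte media (8 and 12 when adjusted over the list alone). Together they had a mean log2 fold change of -0.15 (adjusted p = 0.353). Besides Tgfb2 and Inhba, Vegfc, which acts on lymphatic vessels, rose with a log2 fold change of 1.76 (standard error 0.22, adjusted p = 4.78e-04). Fgf10 and Wnt5a, signals of organ development, fell with log2 fold changes of -2.34 (standard error 0.19, adjusted p = 2.81e-05) and -1.84 (standard error 0.25, adjusted p = 0.00107). With the supernatant Tgfb2 rose, and Fgf10 (-1.04) and the lipase inhibitor Angptl4 (-1.21) fell. The call of Fgf10 there also ended without unused media replicate 1 or 3 or cardiomyocyte media replicate 2 or 3 or supernatant replicate 1 or 2 (highest adjusted p = 0.279). The mean was -0.016 (adjusted p = 0.957). The paper names Ccn2, Igf1, Igf2 and Tgfb1 as possible candidates for the factor from cardiomyocytes, because cardiomyocyte controls expressed them. Their change in the receiving fibroblasts does not show whether cardiomyocytes secrete them. In the fibroblasts Tgfb1, Igf1 and Igf2 had log2 fold changes of 0.66 (standard error 0.27, adjusted p = 0.157), -0.12 (adjusted p = 0.716) and 0.00 (adjusted p = 0.992) with cardiomyocyte media. Pdgfb had one of 0.35 (adjusted p = 0.227). Ccn2, connective tissue growth factor, fell with a log2 fold change of -0.67 (standard error 0.19, adjusted p = 0.0488). Its call ended with chip as a block (adjusted p = 0.0723), with arrays scaled to a common median (adjusted p = 0.507) and without any single array except unused media replicate 2 (highest adjusted p = 0.153). On the supernatant arrays the signals were 227 and 148 for Tgfb1, 102 and 97.9 for Igf1, and 2754 and 2782 for Ccn2. With unused media they were 99.6 to 142, 130 to 145 and 2626 to 3823. Igf2 had 24816 and 22913, against 17026 to 25549. Gapdh, Actb and Rplp0, the reference genes of the paper's real-time PCR, had log2 fold changes of -0.12, -0.14 and -0.39 with cardiomyocyte media and -0.27, 0.15 and -0.28 with the supernatant. With probes averaged Actb was at 1.76 (adjusted p = 0.0427) with cardiomyocyte media. With 1 probe per gene, none of 8 reference genes passed the test in limma in either comparison (1 was lower with cardiomyocyte media at an unadjusted p under 0.05; adjusted p = 0.385 and 0.364 from fry). From the HA measurements after ultracentrifugation, the paper proposes that the inducing factor is a soluble molecule, and it names Tgfb2 among the genes that responded to the media.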

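Both treatments were also compared with each other, as supernatant (n = 2 arrays) minus cardiomyocyte media (n = 3). Genes of cell division were lower with the supernatant. Of mitosis 26 of 28 tested genes were lower and of DNA replication 24 of 36, and none was higher (27 and 31 lower when adjusted over the list alone). The mean log2 fold changes were -1.30 (adjusted p = 1.42e-35, and adjusted p = 0.00163 with an estimated correlation) and -0.99 (adjusted p = 4.82e-31, and adjusted p = 0.00115 with an estimated correlation). Bub1b, a kinase of the spindle checkpoint, had a log2 fold change of -1.79 (standard error 0.21, adjusted p = 6.23e-04 from limma). Uhrf1, which maintains DNA methylation at replication, had one of -1.62 (standard error 0.18, adjusted p = 4.01e-04). Of 25 histone genes, 13 were lower (18 when adjusted over the list alone). The mean log2 fold change of the list was -0.82 (adjusted p = 1.48e-14, and adjusted p = 0.0262 with an estimated correlation). Of 26 NRF2 targets, 8 were higher with the supernatant and none was lower (11 higher when adjusted over the list alone). As a list their mean was 0.66 (adjusted p = 2.80e-09, and adjusted p = 0.0115 with an estimated correlation), and Gstm1 was higher with one of 2.74 (standard error 0.23, adjusted p = 7.88e-05). Of 18 genes of cholesterol synthesis and uptake, 3 were higher (12 when adjusted over the list alone). Their mean log2 fold change was 0.63 (adjusted p = 2.99e-08, and adjusted p = 0.0115 with an estimated correlation). The genes higher were Mvd (1.02), Msmo1 (0.89) and Hsd17b7 (0.77), a pair of enzymes late in the pathway after Mvd. The call of Mvd ended without unused media replicate 1 or 2 or cardiomyocyte media replicate 1 or 2 or supernatant replicate 1 or 2 (highest adjusted p = 0.252), that of Msmo1 without supernatant replicate 1 or 2 (highest adjusted p = 0.126) and that of Hsd17b7 without any single array (highest adjusted p = 0.383). Within chip 2, with 1 array of the supernatant, the means of these 5 lists were -1.28, -0.95, -0.90, 0.69 and 0.68. Within chip 1 they were -1.32, -1.05, -0.71, 0.61 and 0.53.

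**Figure D2:**
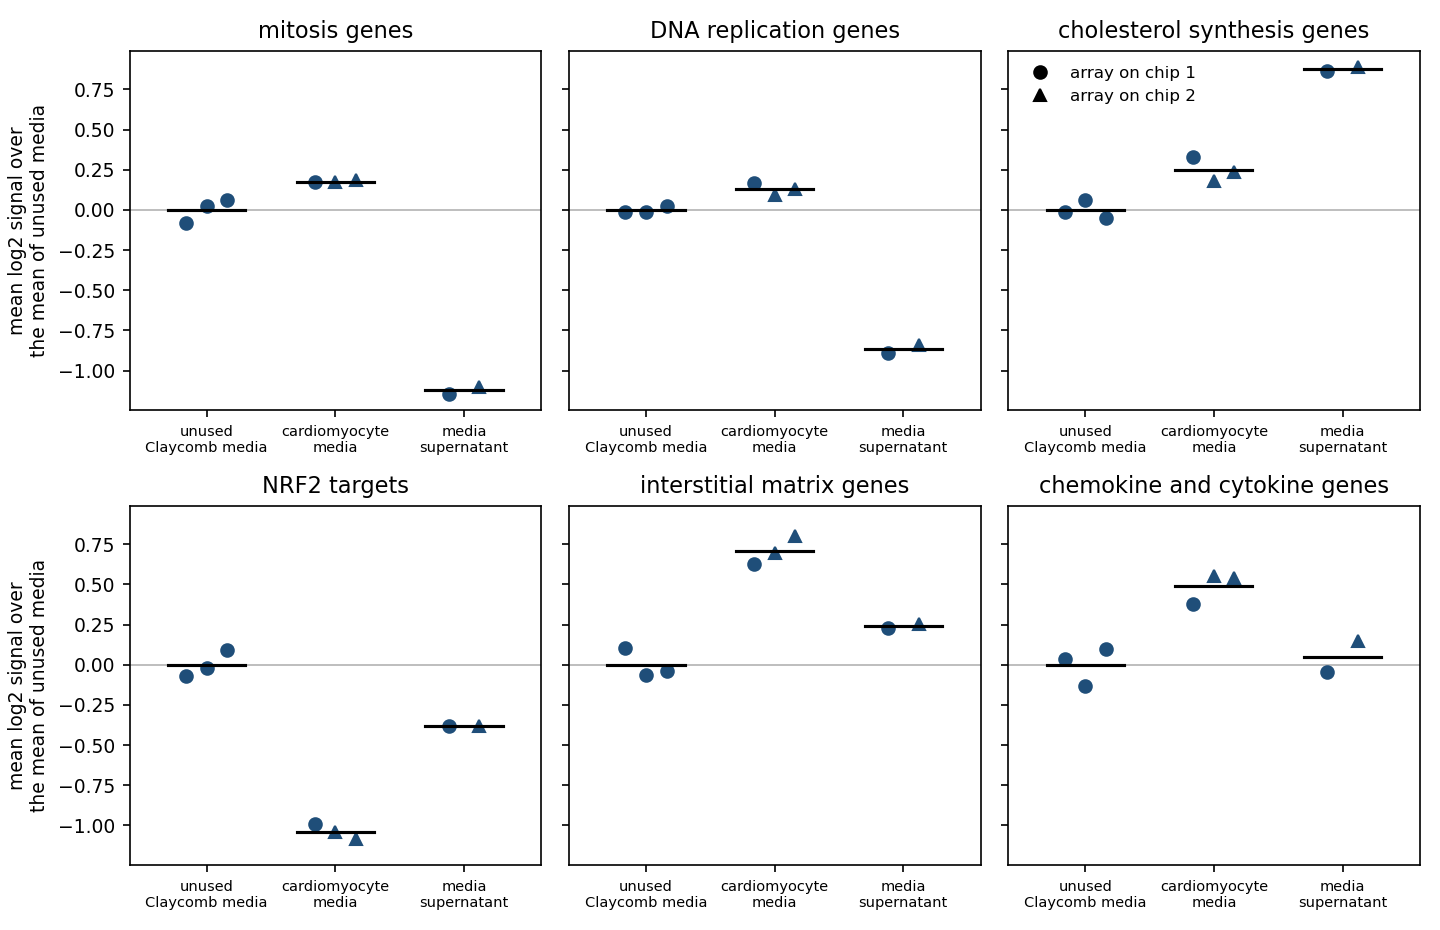
Mean log2 signal of 6 gene lists (vertical axis), relative to the mean of unused media, on each array of fibroblasts with unused media, cardiomyocyte media and media supernatant. Circles are arrays of chip 1 and triangles arrays of chip 2, and horizontal lines are group means; both supernatant arrays lie lowest for mitosis and DNA replication and highest for cholesterol synthesis.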

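Of 27 genes of the interstitial matrix, 6 were lower and 2 higher with the supernatant than with cardiomyocyte media (8 and 3 when adjusted over the list alone). The list had a mean log2 fold change of -0.46 (adjusted p = 0.00424, and adjusted p = 0.249 with an estimated correlation). Prelp and Fbln1 differed by -3.69 (standard error 0.21, adjusted p = 1.05e-05) and -2.96 (standard error 0.28, adjusted p = 1.46e-04). Of 21 chemokines, cytokines and acute phase genes, 7 were lower and 3 higher (9 and 6 when adjusted over the list alone). Together they had a mean log2 fold change of -0.44 (adjusted p = 0.0193, and adjusted p = 0.331 with an estimated correlation). Ccl11 and Ccl9 were at -3.17 (standard error 0.23, adjusted p = 3.85e-05) and -2.79 (standard error 0.21, adjusted p = 3.85e-05). The call of the chemokine list ended with the authors' normalized values (adjusted p = 0.0509), with only probes detected on all arrays (0.486) and without cardiomyocyte media replicate 3 (0.0519) or supernatant replicate 1 (0.0537). Of 24 ATF4 targets and genes of amino acid supply, 6 were higher and 1 lower (7 and 3 when adjusted over the list alone). The mean log2 fold change of the list was 0.36 (adjusted p = 0.00363, and adjusted p = 0.159 with an estimated correlation), with Slc1a4 at 1.29 (standard error 0.18, adjusted p = 0.00168). The means of these 3 lists within chip 2 were -0.49, -0.40 and 0.34. In all, 435 genes differed, 156 higher and 279 lower with the supernatant (1349 at an unadjusted p under 0.05). Each had all arrays of one group above all of the other, as had 32.4% of all tested genes, where chance gives 20%. For genes picked by p on the same arrays this adds no evidence. When chip was a block, 614 differed, 260 higher and 354 lower, all 435 of these genes among them. Within chip 2, 77 were higher and 165 lower, and within chip 1, 18 and 19. Arrays scaled to a common median gave 258 genes. The count was 159 and 198 without supernatant replicate 1 and 2 and 279 without cardiomyocyte media replicate 2.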

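Against unused media, 37 genes were higher and 17 lower with both treatments, where independent lists of these lengths would share 2.6 and 5.58. Both comparisons use the same arrays of unused media. In 100 simulations of unchanged groups that shared these arrays, at most 1 gene was called in both comparisons. The simulations held no true changes, so they do not show how far shared arrays raise the overlap of genes that changed. Pclaf, Uhrf1 and Bub1b, genes of DNA replication and mitosis, and the myosin kinase Mylk were higher with cardiomyocyte media and lower with the supernatant. The protease-like Prss35, the GTPase Diras2 and the interferon-induced Usp18 were lower with the former and higher with the latter. Independent lists would share 5.13 and 2.83 genes in these directions, where 4 and 3 were found. Pclaf and Prss35 had log2 fold changes of 0.96 and -2.07 with cardiomyocyte media and -1.32 and 0.98 with the supernatant. The calls of Uhrf1, Bub1b, Mylk and Usp18 with cardiomyocyte media ended with chip as a block (adjusted p = 0.0676, 0.108, 0.0620 and 0.0754). That of Bub1b also ended without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0937) and that of Mylk without unused media replicate 2 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0645). With the supernatant the call of Mylk ended without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2 or supernatant replicate 1 or 2 (highest adjusted p = 0.349). That of Uhrf1 with cardiomyocyte media ended without any single array and that of Usp18 without any except unused media replicate 3 (highest adjusted p = 0.14 and 0.150). Across the 8885 tested genes, which are not independent replicates, the log2 fold changes of both treatments had a Pearson correlation of 0.53 (simulated mean 0.45, highest of 100 simulations 0.48). Their covariance was 0.0961 (simulated mean 0.0242). The tests of the correlation that follow were chosen after the results were seen. It was 0.49 with chip as a block, where both treatments also share the estimated chip effect. Unchanged groups were not simulated for that fit, so 0.49 cannot be set against the simulated values above. The correlation was 0.56 without supernatant replicate 1 and 0.36 without replicate 2, where simulated groups of that layout gave 0.32 to 0.38. With separate arrays of unused media for each treatment, 1 for one and 2 for the other in all 6 ways, it was 0.29 to 0.36, and 0.15 to 0.25 within chip 1. Part of the correlation of 0.53 may therefore come from the controls both share.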

The *Tgfb2* gene was 3-fold up-regulated both in fibroblasts incubated with total media from cardiomyocytes as well as cardiomyocyte media supernatant, showing a consistent effect on the regulation of the *Tgfb2* gene. Exogenously added TGFB2 to fibroblast media revealed TGFB2 to be a potent inducer of HA synthesis in the fibroblasts, where a 6 times higher HA concentration compared to controls was observed. *Tgfb2* has previously been shown to be the highest up-regulated growth factor gene in hypertrophic cardiac tissue, both in early and late state of the hypertrophic process, where both expression of *Has1* and *Has2* as well as increased HA synthesis have been observed [31]. In a recent publication it was shown in the developing heart that TGFB2 modulates *Has2* expression and HA production with subsequent induction of epithelial to mesenchymal transformation [32]. In the co-cultured cells with only 20% fibroblasts, TGFB2 induced a doubling of HA concentration compared to TGFB2 treated fibroblasts alone. This may be caused by a cumulative effect of the observed intercellular signaling from cardiomyocytes to fibroblasts, with subsequent up-regulation the *Tgfb2* gene together with the exogenously added TGFB2.

Cardiomyocyte controls expressed several genes coding for growth factors which could be candidate genes for the unknown factor secreted by cardiomyocytes, which might include connective tissue growth factor (*Ccn2*/*Ctgf*), insulin-like growth factor 1 and 2 (*Igf-1, 2*) and *Tgfb1*. TGFB1 has been shown to up-regulate the *Tgfb2* gene in a pancreatic cancer cell line [33]. However, it has also been reported that CCN2 acts as a cofactor to TGFB1, which supports the possibility that the HA synthesis inducer can be a combination of two factors [34].

The addition of growth factors in cell media consistently affected the HA size, demonstrating that growth factors not only influence the amount of synthesized HA also induced a change in HA size. In most cases, the cells produced HA in smaller size when stimulated with growth factors. The predominant synthase gene expressed was *Has2*, suggesting that HA size was not controlled by shift in HAS expression.

If the reduced size is caused by hyaluronidase activity, the short o-HA fragment most likely also mediates intracellular signaling, as demonstrated by the change in gene expression in cardiomyocytes by adding o-HA.

Both *Has1* and *Has2* have been detected in myocardial tissue from growing rat hearts [24]. In cultured cardiomyocytes and fibroblasts, only *Has2* (and not *Has1*) was detected both in controls and all growth factor treated combinations. In PDGF-BB treated cardiomyocytes and TGFB2 treated fibroblasts *Has3* was also expressed. One reason for *Has1* not being expressed could be the absence of vascular cells in the cell cultures. This is in concordance with a work by Li et. al. where PDGF-BB induced *Has* expression in human dermal fibroblasts showed a high expression of *Has2* with *Has1* and *Has3* also expressed but at low levels [6].

The ability of cardiomyocytes to send out a request to fibroblasts to synthesize HA reveals that cardiomyocytes need HA. When fibroblasts respond with HA synthesis, the cardiomyocytes detect the HA signal, and after signal transduction, a changed gene transcription in the cardiomyocytes is achieved.

In cardiac tissue, this signaling crosstalk can effectively be carried out. However, when the different cell types are cultured alone, the important crosstalk between cells is lost. If the cardiomyocyte fails to detect HA in its proximity, it will not undergo the following gene transcriptional changes. Thus, it is evident that cardiomyocytes collaborate with fibroblasts to optimize growth, where HA is a part of the cardiomyocyte extracellular matrix.

The discovery that cardiomyocytes under certain circumstances can synthesize HA themselves increases our recognition of further possible regulatory activities of cardiomyocytes.

## Supporting Information

Table S1 Differentially expressed genes in fibroblasts cultured in media previously incubated with cardiomyocytes.

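The genes with the largest folds in Table S1 were Prg2, Plau, Plac1, Plac8 and Rerg. Here the ratios of mean signals, cardiomyocyte media over unused media, were 22.1 ± 1.80 (SD, n = 3 arrays) for Prg2, 20.6 ± 2.45 for Plau, 14.5 ± 2.33 for Plac1, 12.8 ± 3.28 for Plac8, a placenta-specific gene by name, and 10.2 ± 2.59 for Rerg, a small GTPase. The SD is over the arrays with cardiomyocyte media and leaves out the spread with unused media. There the signals were 18.5 to 38.0 for Prg2, 14.3 to 45.5 for Plac1, 23.3 to 29.8 for Plac8 and 10.2 to 30.9 for Rerg. With unused media replicate 1, 2 or 3 left out, the ratio for Plau was 14.4, 22.2 or 31.9. The paper's values are 22.6, 20.3, 15.0, 13.2 and 11.4. At the other end of the table, the ratios were 0.0476 ± 0.0179 for Aldh3a1, 0.103 ± 0.0392 for Dnmt3l, a cofactor of DNA methyltransferases, 0.134 ± 0.0197 for Ptx3 and 0.137 ± 0.00763 for the LIM domain binding protein Ldb2. The paper's values are 0.0418, 0.104, 0.124 and 0.126. The table has 333 entries with 297 different genes that were tested here. All 297 had the direction of the table, 290 of them at an adjusted p under 0.05 from limma and 296 at an unadjusted p under 0.05. Ube2f, a ubiquitin conjugating enzyme chosen after its value was seen, was the only gene whose fold differed from the table's by over 1.5 times. Across genes, which are not independent replicates, the log2 folds of the table and those here had a Pearson correlation of 0.99. The table was made from the same arrays, so this count is not independent evidence of the direction of these genes.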

(0.49 MB DOC)

Table S2 Differentially expressed genes in fibroblasts cultured in media supernatant from ultrcentrifugation, previously incubated with cardiomyocytes.

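Among the genes with the largest folds in Table S2, the ratios of mean signals, supernatant over unused media, were here 6.17 ± 0.574 (SD, n = 2 arrays) for Plac1, 3.57 ± 0.207 for the RNA helicase Ddx25 and 4.16 ± 0.643 for Adamts4. The SD is over the supernatant arrays and leaves out the spread with unused media. The paper's values are 5.46, 3.93 and 3.75. Angptl1, an angiopoietin-like protein, was not detected on any array of unused media and was at least 2.30-fold higher with the supernatant, where the paper's value is 16.9. The genes with the smallest folds had ratios of 0.169 ± 0.0451 (Aldh3a1), 0.287 ± 0.0150 (Pclaf, a factor bound to PCNA at replication), 0.250 ± 0.0129 (Prkg2), 0.345 ± 0.116 (the centromere protein Cenpp) and 0.339 ± 0.0503 (Esco2, which acetylates cohesin in S phase). The paper's values are 0.204, 0.211, 0.241, 0.251 and 0.257. Of the 96 entries, 86 different genes were tested here. All 86 had the direction of the table, 80 at an adjusted p under 0.05 from limma. Their log2 folds correlated with those of the table at 0.97 (Pearson, across genes). As with Table S1, the same arrays lie behind both.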

(0.16 MB DOC)

Table S3 Differentially expressed genes in cardiomyocytes cultured in medium with added native-HA.
(0.07 MB DOC)

Table S4 Differentially expressed genes in cardiomyocytes cultured in medium with added oligo-HA.
(0.11 MB DOC)

# Supplementary material for: Growth Factor PDGF-BB Stimulates Cultured Cardiomyocytes to Synthesize the Extracellular Matrix Component Hyaluronan
**Source:** PLoS One. 2010 Dec 21;5(12):e14393. doi: 10.1371/journal.pone.0014393
**Supplement:** Table S3 — Differentially expressed genes in cardiomyocytes cultured in medium with added native-HA. (0.07 MB DOC)

| Table S3. Differentially expressed genes in cardiomyocytes cultured in medium with added native-HA. | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENTREZ GENE ID | SYMBOL | DEFINITION | Foldchange | Diff *P*-value | Treated cells average signal | Control average signal | Treated cells detection *P*-value | Control detection *P*-value |
| 56462 | Mtch1 | Mus musculus mitochondrial carrier homolog 1 (C. elegans) (Mtch1), nuclear gene encoding  mitochondrial protein, mRNA. | 2,662898 | 0,04111822 | 692,5428 | 260,0711 | 1,96293E-05 | 0 |
| 19043 | Ppm1b | Mus musculus protein phosphatase 1B, magnesium dependent, beta isoform (Ppm1b), mRNA.  XM_925494 XM_925495 XM_925496 | 1,642929 | 0,00197373 | 445,8544 | 271,3777 | 0,0027033 | 0 |
| 26378 | Decr2 | Mus musculus 2-4-dienoyl-Coenzyme A reductase 2, peroxisomal, mRNA | 0,1748769 | 0,01699051 | 28,06553 | 160,4873 | 6,35989E-05 | 0 |
| 109900 | Asl | Mus musculus argininosuccinate lyase, mRNA | 0,1872649 | 0,00036149 | 15,12609 | 80,77374 | 0,001520091 | 0 |
| 233905 | Zfp646 | Mus musculus zinc finger protein 646 (Zfp646), mRNA. | 0,1898022 | 3,1858E-05 | 14,46821 | 76,22781 | 0,03132832 | 0 |
| 76740 | Efr3a | Mus musculus EFR3 homolog A (S. cerevisiae) (Efr3a), mRNA. | 0,2057509 | 0,00371429 | 40,19604 | 195,3627 | 0,002506266 | 0 |
| 24067 | Srp54 | Mus musculus signal recognition particle 54 (Srp54), mRNA. | 0,210789 | 0,01432766 | 44,78708 | 212,4735 | 0,002506266 | 0 |
| 105663 | Thtpa | Mus musculus thiamine triphosphatase (Thtpa), mRNA. | 0,2168116 | 0,00028741 | 11,72906 | 54,09797 | 0,04636591 | 0 |
| 50496 | E2f6 | Mus musculus E2F transcription factor 6 (E2f6), mRNA. | 0,2202784 | 0,04916262 | 29,36172 | 133,2937 | 0,003169413 | 0,000656072 |
| 84585 | Rnf123 | Mus musculus ring finger protein 123 (Rnf123), mRNA. | 0,2214333 | 0,00617959 | 18,20774 | 82,22677 | 0,01879699 | 0 |
| 19047 | Ppp1cc | Mus musculus protein phosphatase 1, catalytic subunit, gamma isoform (Ppp1cc), mRNA. | 0,2248195 | 0,01328666 | 20,64627 | 91,83484 | 0,01378446 | 0 |
| 18604 | Pdk2 | Mus musculus pyruvate dehydrogenase kinase, isoenzyme 2 (Pdk2), mRNA. | 0,2322057 | 0,00534118 | 11,94879 | 51,45778 | 0,03884712 | 0 |
| 56030 | Tmem131 | Mus musculus transmembrane protein 131 (Tmem131), mRNA. | 0,2374631 | 0,02120049 | 61,2659 | 258,0018 | 0 | 0 |
| 59035 | Carm1 | Mus musculus coactivator-associated arginine methyltransferase 1 (Carm1), mRNA. | 0,2409295 | 0,00033249 | 23,48982 | 97,49665 | 0,006265664 | 0 |
| 66251 | Arfgap3 | Mus musculus ADP-ribosylation factor GTPase activating protein 3 (Arfgap3), mRNA. | 0,2436517 | 0,00227486 | 13,11465 | 53,82538 | 0,03508772 | 0 |
| 12531 | Cdc25b | Mus musculus cell division cycle 25 homolog B (S. pombe) (Cdc25b), mRNA. | 0,2463148 | 0,0030249 | 19,19408 | 77,92498 | 0,01378446 | 0 |
| 19301 | Pxmp2 | Mus musculus peroxisomal membrane protein 2 (Pxmp2), mRNA. | 0,2521211 | 0,00255713 | 37,99694 | 150,7091 | 0,002506266 | 0 |
| 227960 | Gca | Mus musculus grancalcin (Gca), mRNA. | 0,2597008 | 0,02183136 | 16,44883 | 63,3376 | 0,00865651 | 0,000176664 |
| 17691 | Snf1lk | Mus musculus SNF1-like kinase (Snf1lk), mRNA. | 0,276773 | 0,0266811 | 85,89746 | 310,3535 | 0 | 0 |
| 20227 | Sart1 | Mus musculus squamous cell carcinoma antigen recognized by T-cells 1 (Sart1), mRNA. | 0,2809173 | 0,0006633 | 102,9318 | 366,4131 | 0 | 0 |
| 114774 | Pawr | Mus musculus PRKC, apoptosis, WT1, regulator (Pawr), mRNA. | 0,2888234 | 0,00487112 | 33,84114 | 117,169 | 0,003759399 | 0 |
| 70012 | Ccdc21 | Mus musculus coiled-coil domain containing 21 (Ccdc21), mRNA. | 0,3016791 | 0,00801101 | 23,34778 | 77,39277 | 0,006265664 | 0 |
| 72454 | Ccdc71 | Mus musculus coiled-coil domain containing 71 (Ccdc71), mRNA. | 0,302595 | 0,02545708 | 17,02743 | 56,27137 | 0,02005013 | 0 |
| 403187 | D630048P19Rik | Mus musculus RIKEN cDNA D630048P19Rik gene (D630048P19Rik), mRNA | 0,3303602 | 0,03929179 | 53,64832 | 162,3934 | 0 | 0 |
| 214469 | Fam168b | Mus musculus family with sequence similarity 168, member B (Fam168b), mRNA. | 0,3460164 | 0,01170796 | 77,5709 | 224,1827 | 0 | 0 |
| 72549 | Reep4 | Mus musculus receptor accessory protein 4 (Reep4), mRNA. | 0,3514102 | 0,0214466 | 144,8313 | 412,1432 | 0 | 0 |
| 67087 | Ctnnbip1 | Mus musculus catenin beta interacting protein 1 (Ctnnbip1), mRNA. | 0,3597143 | 0,0252362 | 25,78571 | 71,68386 | 0,005012531 | 0 |
| 58523 | Statip1 | Mus musculus signal transducer and activator of transcription interacting protein 1 (Statip1), mRNA. | 0,3605922 | 0,00175125 | 60,8965 | 168,8791 | 0 | 0 |
| 24100 | Tpra40 | Mus musculus transmembrane protein, adipocyte asscociated 1, mRNA | 0,3662225 | 0,00175125 | 33,38589 | 91,16287 | 0,003759399 | 0 |
| 15258 | Hipk2 | Mus musculus homeodomain interacting protein kinase 2 (Hipk2), mRNA. | 0,4035766 | 0,00855682 | 35,67634 | 88,40042 | 0,002506266 | 0 |
| 50798 | Gne | Mus musculus glucosamine (Gne), mRNA. | 0,4216904 | 0,00829542 | 44,45829 | 105,4287 | 0,001253133 | 0 |
| 17868 | Mybpc3 | Mus musculus myosin binding protein C, cardiac (Mybpc3), mRNA. | 0,4249018 | 0,02573116 | 787,1401 | 1852,523 | 0 | 0 |
| 13498 | Atn1 | Mus musculus atrophin 1 (Atn1), mRNA. | 0,4590715 | 0,04234785 | 46,34561 | 100,9551 | 0,001253133 | 0 |
| 13808 | Eno3 | Mus musculus enolase 3, beta muscle (Eno3), mRNA. | 0,4867543 | 0,00881986 | 367,8353 | 755,6898 | 0 | 0 |
| 100044324 | LOC100044324 | PREDICTED: Mus musculus similar to euchromatic histone methyltransferase 1 (LOC100044324), mRNA. | 0,604021 | 1,78E-09 | 56,57972 | 93,67177 | 0,01838007 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

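Gene expression was measured on 8 Illumina MouseRef-8 bead arrays on 2 chips, 3 of fibroblasts with unused Claycomb media, 3 with cardiomyocyte media and 2 with media supernatant. Each array is 1 replicate of its group, and the samples were grouped by their labels. The paper's text names the series that holds these arrays as that of its arrays of cardiomyocytes with HA, and the other series as that of the fibroblasts; the sample labels were followed. The paper states that RNA of each cell group was isolated from 3 wells; it leaves open whether the wells came from separate experiments. The authors exported from BeadStudio (version 3.3 in the submitters' processing notes) the mean intensity of each probe before normalization, in fluorescence units on the linear scale, with a detection p-value, and a table of values after background subtraction and cubic spline normalization. The deposited table of normalized values keeps the order of the probes of each array and holds negative values, so it was used only as an alternative. The intensities before normalization were processed in R 4.3.3 with limma 3.58.1: the mean and spread of the negative controls were estimated from the detection p-value, background was corrected with the normexp model, an offset of 16 was added, and arrays were quantile normalized and set on the log2 scale. Of 25697 probes, 23978 had 1 gene name in GRCm38.p6 and 1719 had none and were left out; 8 names were updated, and 4776 of 16590 genes had more than 1 probe. Probes with a detection p-value under 0.05 on at least 2 arrays were kept, and the probe with the highest mean stood for its gene. The linear model of limma with its empirical Bayes moderated test had 1 coefficient for each group over all 8 arrays, and cardiomyocyte media and supernatant were each compared with unused media and with each other. A supernatant group of 2 arrays gives less precise values than the other groups. Genes passed at an adjusted p under 0.05.

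The 32 gene lists name 865 genes, 772 of them with a probe. They hold hyaluronan synthesis, turnover and binding; TGF-beta ligands and receptors; TGF-beta targets; secreted growth factors; interstitial matrix; basement membrane; matrix proteases; mitosis; DNA replication; histones; cholesterol; fatty acids; NRF2, aryl hydrocarbon receptor, ATF4, p53, hypoxia, interferon, retinoic acid, immediate early, adrenergic and glucocorticoid targets; endoplasmic reticulum; smooth muscle contraction; chemokines; ribosomal proteins; mitochondrial respiration; reference genes; and markers of cardiomyocytes, macrophages, endothelium and adipocytes. Each list was tested against all other tested genes with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, which tests whether the genes of a list move on balance to one side. The genes named are the 10 largest rises and falls among those that passed the test with their groups apart, the 4 members of each list with the smallest p in each comparison, 5 genes from each end of Tables S1 and S2, and the genes that the paper names; any other gene is said to have been chosen after its value was seen. The fit was tested on simulated data of the same layout. The genes given a change were drawn from those above the median signal. Noise was independent for each gene and no gene was given a chip effect. In the real data 371 genes differed with chip in the fit with chip as a block. Recovery therefore holds for brighter genes only, and recovery and false calls hold without a chip effect. With cardiomyocyte media 69 of 99 genes with a true log2 change of 1 and 99 of 99 with one of 2 were recovered with 10 false calls among 9343 genes, and with the supernatant 44 of 100 and 93 of 95 with 4. The alternatives tried were no background correction, an offset of 50, cyclic loess and median scaling in place of quantile normalization, the authors' normalized values, no detection filter, detection on all arrays, probes averaged, limma with trend and robust settings, array weights, a fit of the compared groups only, chip as a block, chip as a random block, arrays of 1 chip only, replicate number as a block, and leaving out each array in turn; testing each probe, and the correlation of both treatments with chip as a block, without single arrays and with separate arrays of unused media, were added after the results were seen. Where leaving out an array leaves 1 in a group, that array is assumed to vary like those of the other groups.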

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

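The explanations weighed below within 1 chip, by single arrays, by uncentrifuged media, by other processing and by unused media were chosen only after the results were seen. The fits within 1 chip and under other processing had themselves been set before. The test of the liver X receptor targets and the counts over other splits of the arrays were also set before. Beyond its tables of changed genes, the paper's text singles out Tgfb2, and the gene groups that follow stand out because the text does not discuss them or because both treatments differ in them.

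Genes of mitosis fell by 1.12 on the log2 scale with the supernatant and were -1.30 from their level with cardiomyocyte media, and those of DNA replication had means of -0.86 and -0.99. A difference between the chips is argued against by the mean of -1.14 for mitosis within chip 1, and a single deviating array by the higher of both supernatant arrays, at -1.10, where the lowest other array lay at -0.082. Conditioning of the media by cardiomyocytes alone is argued against by the mean of 0.17 with media that were not centrifuged. Those media still held the material later removed, so conditioning offset by that material stays open. A candidate explanation is that material removed from the media, as cell debris in the slower spins or by ultracentrifugation, sustains cell division. Unused media never held material shed by cardiomyocytes, so its loss alone would not bring these genes below their level there. Conditioning would also have to lower them. Centrifugation itself stays open as well, since no unused media was centrifuged. None of these was tested.

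Genes of cholesterol synthesis and uptake were higher by 0.88 with the supernatant, and 0.63 higher than with cardiomyocyte media. A difference between the chips is argued against by the mean of 0.87 within chip 1. If removal of lipid particles left less sterol for the cells, the targets of the liver X receptor, which senses sterols, would be lower. Their mean was 0.23 (standard error 0.22), above 0 by slightly more than that error, which was the bound set against this explanation. However, only 5 of 10 could be tested and their members went both ways, so the test decides nothing and less sterol cannot be told apart from other explanations.

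Targets of NRF2 had a mean log2 fold change of -1.04 with cardiomyocyte media, -0.38 with the supernatant and 0.66 between the treatments. A difference between the chips is argued against by the mean of -0.99 within chip 1, and the processing of the signals by -0.80, the value nearest 0 under 5 other backgrounds, offsets and normalizations. Unused media may raise these targets rather than conditioned media lower them, and the mean of -0.38 with the supernatant is open to the same reading; these cannot be told apart without an array of fibroblasts in their own growth media. A biological effect of conditioning was not tested further.

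Matrix proteases and inhibitors had a mean log2 fold change of 0.39 with the supernatant. Genes of fatty acid synthesis and desaturation had one of 0.55 with the supernatant. Histone genes differed between the treatments by -0.82. In all, 435 genes differed between the treatments.

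The 6 arrays of unused and cardiomyocyte media can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In 1 of them, the real one, 743 genes passed the test in limma, and the highest of the others was 0 genes (2229 and at most 983 at an unadjusted p under 0.05). At the thresholds of the paper the values were 650 and 0, and for gene lists called by camera 18 and 9.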

How the results depend on the processing

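Testing each probe, and the correlation of both treatments with chip as a block, without single arrays and with separate arrays of unused media, were added after the results were seen; all other alternatives were not. With arrays scaled to a common median, 480 genes passed with cardiomyocyte media, 63 with the supernatant (60 at the paper's thresholds) and 258 between the treatments. The median of all genes then lay at 0.21 and 0.26 against unused media, and changes relative to it remain the comparable quantity. With array weights the count with cardiomyocyte media was 1624 (1013 at the paper's thresholds), and with chip as a block 426 at those thresholds. On the arrays of 1 chip only, the counts were 173 (166 at the paper's thresholds), 0 (0 at those thresholds; limma, 613 at an unadjusted p under 0.05) and 242, where fewer arrays were fitted, and Tgfb2 with the supernatant was at 1.55 (adjusted p = 0.101). With replicate number as a block the supernatant count was 97 (96 at the paper's thresholds), and Tgfb2 was at 1.64 and 1.29. With that block camera no longer called TGF-beta targets with the supernatant (adjusted p = 0.0745) or the mitochondrial respiratory chain between the treatments (adjusted p = 0.0557), and it changed no other list call. Deviations from group means correlated above 0.1 in 2 of 7 pairs of the same number. These were the pairs of cardiomyocyte media and supernatant, at 0.71 (replicate 1) and 0.49 (replicate 2). Same-numbered pairs with unused media lay at -0.18 to -0.092. Both treated pairs also shared a chip, so number and chip cannot be told apart. Cardiomyocyte media replicate 3 and supernatant replicate 2, also on 1 chip, were at 0.46. Both supernatant arrays deviate from their mean by the same amounts in opposite directions. The deviations of cardiomyocyte media cancel out, so 0.71, 0.49 and 0.46 are not independent of each other. Without replicate 1 of a treatment, its arrays lie on chip 2 alone and those of unused media on chip 1. Counts against unused media may then hold chip differences. Leaving out 1 array gave 375 to 1448 genes with cardiomyocyte media (355 to 1044 at the paper's thresholds; fewest without cardiomyocyte media replicate 2, most without replicate 1), 0 to 242 with the supernatant (0 to 225; fewest without supernatant replicate 1, most without cardiomyocyte media replicate 1) and 159 to 482 between the treatments (same arrays). Tgfb2 then ranged over 1.57 to 1.73 with cardiomyocyte media and 1.16 to 1.55 with the supernatant (highest adjusted p = 0.00178 and 0.103, the latter without supernatant replicate 1), and the correlation of both treatments over 0.36 to 0.59, lowest without supernatant replicate 2. With separate arrays of unused media for each treatment that correlation had a mean of 0.33 over 6 ways, and 0.21 within chip 1. With an estimated correlation camera called 1 list with cardiomyocyte media, 6 with the supernatant and 5 between the treatments, in place of 18, 14 and 13; fry called 25, 14 and 15. Actb, at -0.14 with cardiomyocyte media, was at 1.76 (adjusted p = 0.0427) with probes averaged, and ribosomal proteins, at -0.23, were at 0.060 with median scaling. Except where given, the cause was not tested. Of 45 list means that passed a test, 26 stayed past the threshold in the same direction in every alternative fit, and 12 of them also with an estimated correlation and with fry. Of 236 gene results that passed, 182 were tested under every alternative and 58 of these stayed so; the other 54 have probes not detected on all arrays, and 34 of them stayed so under the rest. Testing each probe gave 835, 202 and 478. Signal over background, lower on chip 1, limits what can be detected there.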

Differences from the paper's values

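Testing each probe was the only test chosen after the results were seen. With cardiomyocyte media, 650 genes passed the fold, signal and adjusted p thresholds of the paper here, and 333 in the paper. The number higher was 312 here and 175 in the paper, and the number lower 338 here and 158 in the paper. The paper's counts had also passed a detection step (detection p under 0.05), which was not applied here in that form. Here a probe had to be detected on at least 2 arrays, whichever their group. With detection on all arrays the total was 663. How far the paper's detection step accounts for the difference was not tested. Each count was recomputed under 23 alternatives set before the data were examined. With chip as a block and without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2 or 3, all of these counts lay within 1.5 times the paper's, and so did the total with median scaling (456) and the number higher with chip as a random block (256). These are 7, 7 and 6 of the 23 for the total, the number higher and the number lower, and under all the others the counts differed. The nearest total was 355, without cardiomyocyte media replicate 2.

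With the supernatant the number of genes past the same thresholds was 186 here and 96 in the paper. The number higher was 59 here and 21 in the paper, and the number lower 127 here and 75 in the paper. The paper's counts had again passed its detection step, and with detection on all arrays the total here was 206. With replicate number as a block the total was 96, equal to the paper's, with 26 higher and 70 lower. The total also lay within 1.5 times the paper's without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2; the number higher did so with replicate number as a block and without unused media replicate 1 or 3; and the number lower did so in all the settings of the total and with the authors' normalized values and no detection filter. These are 5, 3 and 7 of 23, and under all the others the counts differed. Testing each probe gave 740 genes with cardiomyocyte media and 195 with the supernatant, neither nearer to the paper's.

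Of the tested genes of Table S1, 7 did not pass the test here, although all had the direction of the table: Ahdc1 (0.0582), Ccdc85b (0.165), Gadd45g (0.0615), Gsto2 (0.0763), Nop58 (0.0706), Tlcd3a (0.141) and Ube2f (0.722), with the adjusted p of each in parentheses; they were chosen because they did not pass. Array weights called all of them except Ube2f, which no setting called. The number of them called was 4 with no background correction, with an offset of 50 and without cardiomyocyte media replicate 1, 3 with probes averaged, 2 with detection on all arrays, the trend and robust settings, a fit of the compared groups only, replicate number as a block and without either supernatant array, and 1 with cyclic loess and without unused media replicate 3. Of the genes of Table S2, 6 did not pass, again with the direction of the table: Espl1 (0.0510), Hmgb2 (0.0601), Mad2l1 (0.0595), Pa2g4 (0.0877), S100a10 (0.0657) and Tenm4 (0.0596). All were called with no background correction, an offset of 50, the trend and robust settings, array weights and without cardiomyocyte media replicate 1. Detection on all arrays and a fit of the compared groups only called 5 each, leaving out cardiomyocyte media replicate 3 called 4, and cyclic loess, chip as a block, chip as a random block and replicate number as a block called 1 each. The other alternatives called none of them. Without cardiomyocyte media replicate 1, that treatment and unused media lay on different chips, so the calls of genes of Table S1 there may hold chip differences.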

Other observations

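The principal components were the only test here chosen after the results were seen. With cardiomyocyte media, 4 of 21 tested genes of folding and secretion in the endoplasmic reticulum rose and none fell (5 higher and 0 lower when adjusted over the list alone; mean log2 fold change 0.35, adjusted p = 0.00205, and adjusted p = 0.0903 with an estimated correlation), namely Creb3l1, a transcription factor of secretory cells (1.20), Rrbp1, which binds ribosomes (1.25), Rpn2, a subunit of the glycosylation complex (0.71), and Xbp1, a factor of the unfolded protein response (0.78), whose call ended without cardiomyocyte media replicate 2 (adjusted p = 0.0691). With the supernatant Creb3l1 rose (1.29; not without unused media replicate 1 or supernatant replicate 1 or 2, highest adjusted p = 0.150) and the mean was 0.27 (adjusted p = 0.00238, and adjusted p = 0.0601 with an estimated correlation). Of 19 p53 targets, 5 fell and none rose with cardiomyocyte media (1 higher and 6 lower when adjusted over the list alone; mean log2 fold change -0.36, adjusted p = 0.00752, and adjusted p = 0.0903 with an estimated correlation), with the cell cycle inhibitor Cdkn1a at -1.65 (standard error 0.16, adjusted p = 1.03e-04) and Plk2 (-1.09), Zmat3 (-1.01), Polk (-0.68) and Mdm2 (-0.67) after it. Of 15 contractile genes of the smooth muscle type, 3 rose, Acta2, Mylk and the adhesion protein Fblim1 (1.24), and 1 fell, the muscle stress gene Ankrd1 (-0.86; 4 higher and 1 lower when adjusted over the list alone; mean log2 fold change 0.35, adjusted p = 0.0259, and adjusted p = 0.199 with an estimated correlation); the call ended with the authors' normalized values (0.33, adjusted p = 0.0624), without unused media replicate 3 (0.27, adjusted p = 0.0595) and without cardiomyocyte media replicate 1 (0.36, adjusted p = 0.0624). Of 11 genes of the retinoic acid response, the retinol transporter Stra6 (1.78) and the chemoattractant Rarres2 (1.08) rose and the homeobox gene Hoxa5 (-0.85; not without unused media replicate 2 or 3 or cardiomyocyte media replicate 2, highest adjusted p = 0.0799) fell (5 higher and 2 lower when adjusted over the list alone; mean log2 fold change 0.43, adjusted p = 0.0138, and adjusted p = 0.146 with an estimated correlation), a call that ended with detection on all arrays (0.25, adjusted p = 0.108) and without cardiomyocyte media replicate 1 (0.38, adjusted p = 0.0809). With chip as a block these means were 0.32, -0.41, 0.36 and 0.52, and within chip 1 they were 0.33, -0.40, 0.32 and 0.52. The calls of Rpn2, Plk2, Polk, Mylk and Hoxa5 ended with chip as a block (adjusted p = 0.0556, 0.0534, 0.0733, 0.0620 and 0.0669). That of Rpn2 also ended without unused media replicate 2 or 3 or cardiomyocyte media replicate 2 (highest adjusted p = 0.0799), that of Mylk without unused media replicate 2 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0645) and that of Polk without any single array except unused media replicate 1 and cardiomyocyte media replicate 1 (highest adjusted p = 0.125).

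Also with cardiomyocyte media, 5 of 16 genes of fatty acid synthesis and desaturation rose, Scd1, Scd2, Acsl3 and, chosen after their values were seen, Fads2 and Fads3, and 1 fell, Me1 (5 higher and 1 lower when adjusted over the list alone; mean log2 fold change 0.36, adjusted p = 0.0138, and adjusted p = 0.113 with an estimated correlation; 0.22, adjusted p = 0.0734 with detection on all arrays), and 6 of 25 histone genes rose and none fell (8 higher and 0 lower when adjusted over the list alone; mean log2 fold change 0.36, adjusted p = 0.00375, and adjusted p = 0.199 with an estimated correlation). Genes of mitosis had a mean of 0.17 (adjusted p = 0.0273, and adjusted p = 0.199 with an estimated correlation) with 2 higher, Bub1b and the topoisomerase Top2a, and 1 lower, the checkpoint gene Bub3; that call ended without unused media replicate 1 (0.13, adjusted p = 0.14) and cardiomyocyte media replicate 1 (0.18, adjusted p = 0.0927). Genes of DNA replication had a mean of 0.13 (adjusted p = 0.0603, and adjusted p = 0.157 with an estimated correlation), with 2 higher, Uhrf1 and the thymidylate synthase Tyms; with chip as a block the mean was 0.14 and past the threshold (adjusted p = 0.0352). Genes of cholesterol synthesis had a mean of 0.25 (adjusted p = 0.0251, and adjusted p = 0.137 with an estimated correlation), with 2 higher, Fdps and Dhcr7; that call ended with probes averaged (0.21, adjusted p = 0.0636), array weights (0.19, adjusted p = 0.0881) and without cardiomyocyte media replicate 1 (0.21, adjusted p = 0.134). The calls of Bub1b, Uhrf1, Top2a, Bub3, Tyms, Fdps and Dhcr7 each ended with chip as a block. That of Bub1b also ended without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0937), that of Uhrf1 without any single array (highest adjusted p = 0.14), that of Top2a without unused media replicate 1 or 3 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0751), that of Bub3 without unused media replicate 2 or 3 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.0928), that of Tyms without unused media replicate 1 or 2 or cardiomyocyte media replicate 2 or 3 (highest adjusted p = 0.106), that of Dhcr7 without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 3 (highest adjusted p = 0.101) and that of Fdps without any single array (highest adjusted p = 0.149). Genes of hypoxia and glycolysis had a mean of 0.20 (adjusted p = 0.0219, and adjusted p = 0.335 with an estimated correlation), with Vegfa, Pfkp and Hif1a higher and Adm and Slc2a1, the latter chosen after its value was seen, lower, and the call of the list ended with chip as a block (0.096, adjusted p = 0.136), within chip 1 (0.013, adjusted p = 0.580) and without cardiomyocyte media replicate 2 (0.096, adjusted p = 0.166). The calls of Hif1a, Scd1 and Me1 each ended without some arrays, that of Hif1a without unused media replicate 1 (adjusted p = 0.0639), that of Scd1 without unused media replicate 2 or 3 or cardiomyocyte media replicate 2 (highest adjusted p = 0.0884) and that of Me1 without unused media replicate 1 or 2 or cardiomyocyte media replicate 3 (highest adjusted p = 0.0639). Cytosolic ribosomal proteins had a mean of -0.23 (adjusted p = 0.0138, and adjusted p = 0.231 with an estimated correlation), with Rps15a and Rpl22 lower of 27, a direction that turned with median scaling. The means of histones, fatty acids, mitosis, cholesterol and ribosomal proteins with chip as a block were 0.37, 0.29, 0.16, 0.29 and -0.22.

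With the supernatant, genes of the interstitial matrix had a mean log2 fold change of 0.24 (adjusted p = 0.00238, and adjusted p = 0.178 with an estimated correlation), with Col3a1 higher and the calcification inhibitor Mgp (-1.20; not without unused media replicate 1, 2 or 3 or cardiomyocyte media replicate 2 or supernatant replicate 1 or 2, highest adjusted p = 0.342) lower of 27 (3 higher and 2 lower when adjusted over the list alone; mean 0.20 with chip as a block). Limma called 0 of 15 basement membrane genes (4 higher at an unadjusted p under 0.05; adjusted p = 0.320 from fry); their mean was 0.27 (adjusted p = 0.0168, and adjusted p = 0.541 with an estimated correlation), a call that ended with chip as a block (0.16, adjusted p = 0.137), within chip 1 (0.18, adjusted p = 0.132), without unused media replicate 3 (0.17, adjusted p = 0.0934) and without supernatant replicate 2 (0.18, adjusted p = 0.103). The aryl hydrocarbon receptor targets had a mean of -0.71 (adjusted p = 0.00925, and adjusted p = 0.116 with an estimated correlation), with Aldh3a1 lower; the call ended with chip as a block (-0.48, adjusted p = 0.0983), within chip 1 (-0.57, adjusted p = 0.0667), with no detection filter (-0.36, adjusted p = 0.105) and with detection on all arrays (-0.30, adjusted p = 0.281). Genes stimulated by interferon had a mean of 0.22 (adjusted p = 0.0340, and adjusted p = 0.132 with an estimated correlation), with Oasl2 (0.95; not without unused media replicate 2 or 3 or supernatant replicate 1 or 2, highest adjusted p = 0.228) and Usp18 (1.24) higher; the call ended with chip as a block (0.16, adjusted p = 0.101), within chip 1, with other detection filters, with probes averaged and without unused media replicate 2 (0.23, adjusted p = 0.0583) or supernatant replicate 2 (0.16, adjusted p = 0.101). With chip as a block camera also called the mitochondrial respiratory chain (-0.16, adjusted p = 0.0395) and the retinoic acid response (0.38, adjusted p = 0.00667), which the main fit did not (-0.042, adjusted p = 0.618, and 0.31, adjusted p = 0.0520).

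Between the treatments, supernatant minus cardiomyocyte media, the HA list had a mean of 0.34 (adjusted p = 0.0234, and adjusted p = 0.331 with an estimated correlation), with Ptx3 higher (1.69); the call ended with no detection filter (0.15, adjusted p = 0.0612), with detection on all arrays (0.31, adjusted p = 0.0905), and without cardiomyocyte media replicate 1 (0.32, adjusted p = 0.0532) or 3 (0.32, adjusted p = 0.0579) or supernatant replicate 2 (0.28, adjusted p = 0.111). The aryl hydrocarbon receptor targets had a mean of 0.72 (adjusted p = 0.0163, and adjusted p = 0.159 with an estimated correlation; 0.43, adjusted p = 0.145 without cardiomyocyte media replicate 3) and the p53 targets one of 0.23 (adjusted p = 0.0249, and adjusted p = 0.159 with an estimated correlation), with Cdkn1a higher, though not without any single array except unused media replicate 3 (highest adjusted p = 0.251); the latter list's call ended without cardiomyocyte media replicate 1 (0.20, adjusted p = 0.0581) or 3 (0.22, adjusted p = 0.0579) and without supernatant replicate 2 (0.18, adjusted p = 0.111). Endothelial markers had a mean of -0.60 (adjusted p = 0.0193, and adjusted p = 0.214 with an estimated correlation), with the receptor component Ramp2 lower of 4, and the call ended within chip 2 (-0.47, adjusted p = 0.0972) and without supernatant replicate 1 (-0.44, adjusted p = 0.0859). Limma called 0 of 36 genes of the mitochondrial respiratory chain (0 higher and 1 lower at an unadjusted p under 0.05; adjusted p = 0.248 from fry), whose mean was -0.17 (adjusted p = 0.0283, and adjusted p = 0.464 with an estimated correlation), a call that ended with chip as a block (-0.13, adjusted p = 0.0585) and without cardiomyocyte media replicate 2 (-0.11, adjusted p = 0.150) or 3 (-0.14, adjusted p = 0.0895) or supernatant replicate 1 (-0.059, adjusted p = 0.346).

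The lists of growth factors, immediate early genes, reference genes, the adrenergic and glucocorticoid responses and markers of cardiomyocytes, macrophages and adipocytes were called by camera in none of the comparisons (adjusted p = 0.0834 to 0.957). With cardiomyocyte media, of 16 immediate early genes Junb, Egr1 and Egr2 rose and Fosl1 fell. In that comparison, of 10 adrenergic response genes Akap12, Pkig and Pkia rose and Pde1b and Rgs4 fell. Of 17 interferon-stimulated genes Oasl2 and H2-D1 rose and Usp18 fell (mean 0.13, adjusted p = 0.357 from camera). Of 11 glucocorticoid response genes Errfi1 rose, and of 4 endothelial markers Ramp2 rose (mean 0.54, adjusted p = 0.0809 from camera). Dlk1, a gene of immature mesenchyme that stands in the adipocyte list, fell with cardiomyocyte media (-1.15). The calls of Usp18 and Errfi1 ended with chip as a block (adjusted p = 0.0754 and 0.0592), that of Usp18 also without any single array except unused media replicate 3 (highest adjusted p = 0.150) and that of Errfi1 without any (highest adjusted p = 0.145), and that of Egr1 ended without unused media replicate 2 or cardiomyocyte media replicate 2 (highest adjusted p = 0.0653). Limma called 0 of 4 tested macrophage and leukocyte markers (3 lower at an unadjusted p under 0.05; adjusted p = 0.164 from fry). On the first principal component, which holds 43.1% of the variance, cardiomyocyte media replicate 1 lay at 7.99 and replicates 2 and 3 at 30.1 and 33.2, the former on chip 1 and the latter on chip 2.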
